# Single-cell RNA sequencing identifies distinct mouse medial ganglionic eminence cell types

**DOI:** 10.1038/srep45656

**Published:** 2017-03-31

**Authors:** Ying-Jiun J. Chen, Brad A. Friedman, Connie Ha, Steffen Durinck, Jinfeng Liu, John L. Rubenstein, Somasekar Seshagiri, Zora Modrusan

## Abstract

Many subtypes of cortical interneurons (CINs) are found in adult mouse cortices, but the mechanism generating their diversity remains elusive. We performed single-cell RNA sequencing on the mouse embryonic medial ganglionic eminence (MGE), the major birthplace for CINs, and on MGE-like cells differentiated from embryonic stem cells. Two distinct cell types were identified as proliferating neural progenitors and immature neurons, both of which comprised sub-populations. Although lineage development of MGE progenitors was reconstructed and immature neurons were characterized as GABAergic, cells that might correspond to precursors of different CINs were not identified. A few non-neuronal cell types were detected, including microglia. *In vitro* MGE-like cells resembled bona fide MGE cells but expressed lower levels of Foxg1 and Epha4. Together, our data provide detailed understanding of the embryonic MGE developmental program and suggest how CINs are specified.

The majority of cortical interneurons (CINs) are born in the medial and caudal ganglionic eminences (MGE and CGE) of the embryonic ventral telencephalon. Following their tangential migration to the cortex, they migrate radially to their final destination within different cortical layers. CINs are classified into different subtypes based on neurochemical profiles, connectivity and physiological properties^1^. The MGE produces the largest two subclasses of CINs, the parvalbumin-positive (PV+, e.g. basket and chandelier) and somatostatin-positive (SOM+, e.g. Martinotti) cells^3^,^4^. It is suggested that the MGE comprises multiple progenitor domains governed by combinatorial expression of key transcription factors where PV+ and SOM+ interneurons originate mainly from the ventral and dorsal part of the MGE, respectively^5^,^6^,^7^. There is also evidence of temporal cell fate switching and inside-out cortical layer acquisition of MGE-derived interneurons^6^,^8^,^9^,^10^. Thus there might be diverse MGE progenitors contributing to the generation of different CINs. On the other hand, recent reports using barcoded retroviruses to label MGE-derived clonal interneurons suggest that individual MGE progenitor is multipotent and can generate different subtypes of interneurons^11^,^12^.

The MGE is divided into three main layers: the ventricular zone (VZ) containing primary progenitors, the subventricular zone (SVZ) with intermediate progenitors, and the mantle zone (MZ) which harbors post-mitotic neurons and other cell types^5^,^13^. The MGE not only produces CINs, but striatal interneurons, striatal cholinergic neurons and pallidal projection neurons^14^,^15^. A systematic investigation of gene expression profiles in the developing MGE is lacking and the mechanisms that produce cellular diversity of CINs as well as other basal ganglion neurons are not well understood.

Transplantation of embryonic MGE cells into the cortex, hippocampus, striatum, or spinal cord of mice that model neurological disorders ameliorates disease phenotypes^16^,^17^,^18^. The use of embryonic stem (ES) cells for generation of *in vitro* MGE-like cells is feasible though with a low frequency^19^,^20^,^21^,^22^,^23^. ES-derived Lhx6-GFP+ cells behave like embryonic MGE cells; when transplanted into neonatal cortices, they are capable of migrating long distances and differentiating into cortical GABAergic interneurons^19^,^22^. Furthermore, gene expression profiling of ES-derived Lhx6-GFP+ cells resembles those of *in vivo* Lhx6-GFP+ cells sorted from E12.5 MGE^19^. Understanding transcriptional similarities and differences between the *in vivo* and *in vitro* systems might elucidate how to refine the methods of MGE-like cell generation.

Single-cell RNA sequencing (RNA-seq) technology has become an important tool for analyzing tissue heterogeneity, elucidating lineage hierarchy during development, finding rare cell types, discovering tumor stem cells and defining genes that are expressed in specific cell types^24^,^25^,^26^,^27^. At present several studies have characterized cellular diversity in both the developing and adult cortex using single-cell RNA-seq^28^,^29^,^30^,^31^,^32^. In particular, 7 subclasses of pyramidal neurons and 16 subclasses of interneurons were identified in the juvenile mouse somatosensory cortex and the hippocampus^31^. This illustrates the utility of single-cell RNA-seq in understanding the molecular basis of different neuronal cells.

In this study we examined MGE transcriptomes and cellular diversity with single-cell RNA-seq (Fig. 1A). We found two major neural cell populations that were further characterized into different progenitor populations and neuronal classes. A few non-neuronal cell types were also identified in the MGE. In addition, single-cell RNA-seq data of *in vitro* ES-differentiated cells were analyzed and compared to *in vivo* embryonic MGEs, revealing similar gene expression profiles, however, with some differences (Fig. 1B).

## Results

### Cellular composition of the embryonic MGE

We generated single cell transcriptional profiles of developing embryonic MGE at different time points: E11.5, E13.5, E15.5 and E17.5 (Materials and Methods, Supplementary table 1). To explore if there were different cell types in the MGE, we performed principal component analysis (PCA) with all single-cell RNA-seq data from MGEs at different embryonic stages (number of cells at E11.5 = 96, E13.5 = 48, E15.5 = 63, E17.5 = 18). Among E11.5 MGE cells we could identify two cell groups. Although MGE cells from other embryonic ages were more scattered, many still clustered with one of the two cell groups from E11.5 (Fig. 2A).

To determine what types of cells were represented by the two groups, we performed differential expression (DE) analysis between these two groups of cells from E11.5 (Supplementary Table 2). Gene ontology (GO) analysis revealed that one group of cells expressed genes involved in DNA replication and cell division while the other expressed genes for neuronal generation, axon growth and guidance (Supplementary Table 3). As shown in Fig. 2B, we found many neural progenitor genes (Hes5, Hes1, Notch1, Notch2, Sox2) that were highly co-expressed in the group of cells that also showed high RNA level of genes involved in cell cycle progression and cell proliferation, indicating that this group of cells represents proliferating neural progenitors. Genes that were highly expressed in the other group included MGE-derived neuronal genes (Lhx6, Gad1, Gad2, Dlx5 and Nrxn3) and general neuronal markers (Tubb3, Mapt, Dcx, Stmn2, Gap43, Tmem130). In addition, cell cycle genes and markers of cell proliferation were down-regulated. Thus, this group of MGE cells was categorized as post-mitotic immature neurons (Fig. 2B). We also identified several genes whose expression was higher in the immature neurons, including Mllt3 and the transcription factor Zfhx3 which regulates neural differentiation^33^. Expression of Zfhx3 is high in the MZ of the MGE (http://developingmouse.brain-map.org/), which is consistent with our results.

To validate transcriptional profiles that characterize these two cell groups from E11.5 MGE, we performed single-cell quantitative PCR on several genes that were highly expressed in proliferating neural progenitors and in immature neurons (Supplementary Fig. 1). Two distinct cell populations were observed: one of them expressed higher Vim, H2fv, Lmo1, and Olig2, and the other one showed stronger expression of Tubb3, Stmn2, Gng3, Gap43, Lhx6 and Gad1. This result confirmed the presence of these two cell groups detected by single-cell RNA-seq.

Two distinct groups of fetal cortical cells from human prenatal cortices were recently reported where one is marked as replicating neural progenitors and the other as quiescent neurons^29^. We found a remarkable similarity comparing gene expression profiles of the two types of human fetal cells with the two major types of cells found in the mouse E11.5 MGE (Supplementary Fig. 2). Both human quiescent cells and mouse MGE immature neurons expressed genes such as Dcx, Stmn2, Mapt, Syt1, Gria2 as well as Myt1l, Mllt11, and Runx1t1. The replicating cells from both human and mouse, on the other hand, shared the expression of neural progenitor genes (Notch2, Sox2, Vim) and cell cycle progression genes (Cenpe, Cenpf, Pcna). In addition Pttg1, Gpr98, and Zeb1 were expressed higher in both human and mouse replicating cells. Gpr98 is a G protein-coupled receptor highly expressed in the ventricular zone of the brain. Mutations of the Gpr98 gene in human account for some of the patients who have Usher syndrome and its mutation in mice causes seizures^34^. Both Pttg1, a homolog of yeast securin proteins, and Zeb1, a transcription factor, are associated with tumorigenic activities^35^,^36^. Together, this indicates that despite differences in birthplace (dorsal cortex vs. basal ganglion) and cell fates (glutamatergic vs. GABAergic), fetal cortical cells and embryonic MGE cells possess some similarities in their transcriptomes regardless of species difference.

To find out if we could identify either proliferating neural progenitors or immature neurons in the MGE at later embryonic ages, we used the top 100 DE genes at E11.5 (Supplementary Table 2) to generate a supervised gene-sample heatmap. The majority of MGE cells expressed either genes enriched by one or the other of the two cell groups (Supplementary Fig. 3A). Proliferating neural progenitors and immature neurons represented about half of the MGE cell population at E11.5 and E13.5 (Supplementary Fig. 3B). The percentages of immature neurons increased significantly at E15.5 and E17.5 (P = 0.01 and P = 0.003, respectively; Supplementary Fig. 3C), illustrating that there are more immature neurons at later embryonic stages. Thus, mouse MGE progresses from having more proliferating cells to having more immature neurons with age. We also found that some of the proliferating cells turned off Mcm and/or turned on Gad1, Gad2 and Stmn2 expression (Supplementary Fig. 3A), suggesting they were cells about to transition from neural progenitors to immature neurons.

### Cell sub-populations within proliferating neural progenitors and immature neurons

We further asked if sub-populations of cells corresponding to certain cell states or cell types existed within each of the proliferating neural progenitors and post-mitotic immature neurons. Genes significantly associated with any of the first four principal components (PC) were used for unsupervised hierarchical clustering (Fig. 3; Supplementary Fig. 4; Supplementary Tables 4, 5). This analysis revealed four distinct sub-populations within the proliferating progenitors (Fig. 3A; Supplementary Fig. 4A). Two sub-populations were characterized as VZ cells because they had higher Hes1 gene expression while the other two were defined as SVZ cells for their higher Arx and Dlx2 expression. Among VZ cells, one sub-population expressed higher levels of ribosomal RNA (Rps5 and Rpl14) and nuclear encoded mitochondria RNA responsible for oxidative phosphorylation (Atp5e and Cox6c); the other sub-population expressed genes for DNA replication (Mcm5, Mcm6 and Mcm7) and translation initiation (Eif4g1, Eif2s1 and Eif3b). Among SVZ cells, expression levels of Gad2 and Arx further divided cells into two sub-populations.

We examined the expression of well-known VZ and SVZ markers in these four sub-populations (Fig. 3A). We found more VZ than SVZ cells expressing known VZ markers such as Hes5, Id3, Id1 and Zeb1^37^,^38^. Nkx2–1, Olig2, Ascl1 and Lmo1 are genes that are expressed in both VZ and SVZ cells^5^,^13^ (http://developingmouse.brain-map.org/) and indeed they were expressed by both VZ and SVZ cells in our data set. Ccnd2 is reported to regulate SVZ progenitor cell division and its protein expression is higher in the SVZ than in the VZ cells;^39^ in contrast, we found Ccnd2 expression among many VZ and SVZ cells.

Consistent with the notion that VZ progenitors progress into SVZ progenitors before migrating out into the mantle zone and differentiating into post-mitotic cells^13^, our data indicated that the lineage development of MGE progenitors followed a highly coordinated transcriptional program (Fig. 3C). VZ progenitors expressing higher nuclear-encoded mitochondria and ribosomal RNA, likely marking a state of activated neural progenitors^40^, transitioned into VZ progenitors that have lower expression of mitochondria and ribosomal RNA, but turn on gene expression for DNA replication and transcriptional initiation. SVZ cells, on the other hand, while gradually shut down genes for cell proliferating and stem cell maintenance, turned up expression of GABAergic interneuron lineage commitment genes such as Gad2, and Dlx2.

Among immature neurons we discovered three sub-populations (Fig. 3B; Supplementary Fig. 4B). Based on the expression of Maf, Erbb4, Lhx6, Sox6, Dlx1, Dlx2, Sox6, Arx, and Mafb, one of the sub-populations was identified as MGE-derived neurons. We also identified the second sub-population as lateral ganglionic eminence (LGE) cells expressing LGE markers, such as Meis2, Ebf1, Pcp4 and Isl1. Finally a third sub-population, which shared many gene expression with the aforementioned MGE- and LGE-derived sub-populations but was lacking or expressed lower levels of key MGE- and LGE-markers, was defined as a mixture of LGE and MGE cells. Additionally, there were more Zfhx3-, Zfhx4-, and Nrg1-positive cells in this sub-population than in the other two. Zfhx3, Zfhx4, and Nrg1 are expressed in the MZ of the MGE and the LGE (http://developingmouse.brain-map.org/). While our dissections of embryonic MGEs were assisted by anatomical landmarks and confirmed by their expression of Nkx2–1 (Fig. 1A), we could not rule out the possibility of dissecting out some LGE cells, especially at older ages. It is also likely that our MGE dissections included “corridor cells” (Fig. 3C), which are LGE cells that migrate through the MGE MZ area^41^. We noted that although Dlx1 and Dlx2 are general subpallial markers and expressed in both LGE and MGE SVZ and MZ regions, their expression in the LGE cells in our dataset were miniscule.

We also investigated the expression of known markers of MGE-derived cortical and striatal interneurons, striatal cholinergic interneurons, globus pallidus and basal ganglion projection neurons (Fig. 3B,C). Zeb2, Nxph1 and Ackr3 (Cxcr7) are markers relatively specific for CINs^38^,^42^ and their expression correlated with that of Maf and Mafb, indicating that such cells were most likely to become future CINs. MGE-derived CINs differ from other MGE-derived neurons in that most repress Nkx2–1 expression when they migrate out of the MGE^15^. We observed some cells that were plausibly becoming CINs yet still expressing Nkx2-1, likely because they were immature and expressed higher level of Sox2 and lower level of Gap43 and Snap47. MGE-derived striatal interneurons expressed Erbb4, Ephb3 and Lhx8^43^. Lastly, we found some MGE-derived globus pallidus projection neurons expressing Etv1, Gbx1, Zic1 and Lhx8^14^, and a few striatal cholinergic interneurons that expressed Lhx8 and Isl1^44^.

We further examined expression of genes that are expressed in the dorsal vs. ventral progenitor zones of the MGE, which preferentially generates SOM + vs. PV + CINs^5^,^7^. Nr2f1, Nkx6-2, Gli2, Gli1 and Hhip are expressed in the dorsal part of the MGE; their expression was sparse among MGE neural progenitors and minimally correlated with each other, nor with any of the four identified sub-groups (Supplementary Fig. 4A). In contrast, Sulf1, Sulf2, Bcan, FoxJ1 and Etv1 are enriched in the ventral MGE; however, in our data set these genes were neither correlated with each other nor anti-correlated with the dorsally-enriched genes (Supplementary Fig. 4A). Reporter mice have demonstrated that MGE apical progenitors (APs) preferentially generate SOM+ whereas basal progenitors (BPs) are biased toward generating PV+ interneurons;^45^ nevertheless, the expression of Tuba1a and Tuba1c, which marks APs, and of Nes, which marks BPs, were not exclusive from each other among MGE neural progenitors (Supplementary Fig. 4A). Finally we used mature SOM+ (e.g. Reln, Npy, Sst and Pde1a) and PV+ (e.g. Sox5, Syt2, Cplx1 and Pvalb) CIN markers to identify subtypes of cells among MGE-derived neurons; however we were unable to identified subtypes of cells that may become future SOM+ or PV+ CINs^46^.

### Identification of non-neuronal cells in the MGE

Among MGE cells that we examined, a few cells did not fit into either proliferating neural progenitors or immature neurons (Supplementary Fig. 3A). Since MGEs contain other cell types such as microglia^47^, we examined the expression of cell type-specific markers based on a single-cell RNA-seq analysis of juvenile mouse cortices^31^ (Supplementary Table 6 and Supplementary Fig. 5A). We putatively identified four astrocytes, five ependymal cells, four microglia, one endothelial cell and three vascular smooth muscle cells (Vsmc) (Supplementary Fig. 5B). To increase our confidence in the identity of these cells, we used our data to expand the set of cell type-specific markers from these cells and compared them with two published cell type transcriptomes^31^,^48^. Interestingly, we found cells expressing both astrocyte and ependymal markers, and cells expressing markers for both endothelial cells and Vsmc (Supplementary Fig. 6). Therefore, our data suggest a shared developmental origin of astrocytes and ependymal cells, and of endothelial cells and Vsmc.

### Single-cell RNA-seq of ES-derived MGE-like cells

Since Lhx6 expression marks MGE-progenitors and many MGE-derived neurons, we generated single-cell RNA-seq data from mouse ES J14 cells that carry the Lhx6-GFP BAC transgene (Fig. 1)^19^. After 12 days of J14 cell differentiation we obtained 2–7% Lhx6-GFP+ cells (Fig. 4A). 

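The in vitro data came from J14, a mouse embryonic stem (ES) cell line that carries Lhx6-GFP on a BAC transgene, so that cells expressing Lhx6, a LIM homeobox gene of the MGE lineage, can be sorted by fluorescence. The deposited data covered 140 single cells, of which 23 were ES cells at D0, 53 were unsorted cells at D12 and 64 were GFP+ cells at D12. Cells were captured on Fluidigm C1 chips, and their cDNA was made with SMARTer chemistry, which here carried no unique molecular identifiers and did not mark the strand. The libraries were sequenced as single-end reads of 50 bases. The authors aligned the reads with GSNAP to the mouse genome (build GRCm38, from the submitters' processing notes), counted those aligned uniquely to each gene locus, and deposited these counts together with normalized RPKM (nRPKM) values. From these counts, cells were kept if at least 10% of the 36528 listed genes (3653 genes) had a count and under 5% of the counts came from the 37 genes of the mitochondrial genome. This kept 22 ES cells, 44 unsorted cells and 61 GFP+ cells, and each of the 13 cells left out exceeded the mitochondrial limit. Total counts per kept cell ranged from 1881013 to 5764634 (median 3875462) in ES cells, from 707177 to 6281173 (median 2321940) in unsorted cells and from 923192 to 4689815 (median 2145183) in GFP+ cells. The paper states an average of 2 to 4 M reads per library, and the values given here use the total counts. The median number of genes with a count was 8207 in ES cells, 4643 in unsorted cells and 4664 in GFP+ cells. The median share of counts from the mitochondrial genome was 1.69% in ES cells, 1.94% in unsorted cells and 1.64% in GFP+ cells. The sort label was checked against the eGFP expression that the labels give for each cell. It was above 0 in 52 of 61 GFP+ cells (85.2%, exact binomial 95% interval 73.8 to 93), in 3 of 44 unsorted cells (6.82%, 1.43 to 18.7) and in 2 of 22 ES cells (9.09%, 1.12 to 29.2). By run, it was above 0 in 3 of 4, 34 of 39 and 15 of 18 GFP+ cells of runs 3, 4 and 5. No culture or chip was named for any cell, so each group is 1 sample without replicates, cells were not used as replicates, and no test was run. The counts of a gene were summed over the cells of a group and divided by the group's total to give CPM (counts per M counts) with an exact Poisson interval, and shares of cells were given exact binomial intervals. Both intervals are at 95% and cover counting error only. A group at 0 counts was taken to allow 3 counts, and a share of 0 to allow 3 cells, in place of an interval. Folds against a group at 0 counts are given as at least the value at that bound. They count reads, not independent molecules, and are no lower limit on the difference between the groups. Groups were compared by the log2 ratio of (CPM + 1), GFP+ over unsorted unless stated otherwise, and a gene was called higher or lower where this ratio reached 1 or -1, a 2-fold difference. The submitters' sample numbers fell into 5 runs, and both D12 groups occurred together in run 3 (4 GFP+ and 5 unsorted cells) and in run 5 (18 GFP+ and 34 unsorted cells), so that values within these runs are given beside the pooled ones. The ES cells had run 2 to themselves, and the difference between D0 and D12 cannot be told apart from a difference between runs.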

Three cell populations were subjected to single-cell RNA-seq preparation and analysis including i) day 0 undifferentiated ES cells (D0, ES), ii) day 12 differentiated cells dissociated from embryoid bodies (EBs; D12, unsorted) and iii) day 12 differentiated and dissociated EBs that were sorted for Lhx6-GFP+ cells (D12, GFP+) (Supplementary Table 1). 

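ES cells at D0 were marked by genes of the pluripotency network and of cell division, and cells at D12 by genes of neurons and of the neural tube. Of 19 pluripotency genes measured, 18 were at least 2-fold higher in ES cells than in all D12 cells together and none was lower (median log2 ratio, ES over D12, 5.20, above 100% of 10000 random lists matched on expression). Tdgf1, a co-receptor for Nodal, stood at 1169 CPM (Poisson interval 1161 to 1176) in ES cells and 3.87 CPM in D12 cells, a log2 ratio of 7.91. Esrrb and Utf1, transcription factors of pluripotent cells, had log2 ratios of 7.42 and 7.29. Pou5f1 and Nanog had log2 ratios of 4.15 and 4.46, and Tdgf1, Esrrb, Utf1, Pou5f1 and Nanog each had a count in 22 of 22 ES cells. A single unsorted cell held 99% of the Nanog, 98.8% of the Pou5f1, 98.4% of the Tdgf1 and 91.9% of the Utf1 counts of the D12 cells, and without it the ratios were 6.69, 6.15, 10.10 and 8.62. All 24 genes of G2 and M phase were higher in ES cells (median log2 ratio 3.34), as were 19 of 20 genes of S phase (median 2.52). The mitotic kinase Aurka had a log2 ratio of 7.56, and Gtsf1l, with 159 CPM in ES cells and 0.051 CPM in D12 cells, a ratio of 7.25. In the other direction, Dcx, a microtubule protein of migrating neurons, was at 0.151 CPM in ES cells and 1262 CPM in D12 cells (log2 ratio -10.10). The zinc finger homeobox gene Zfhx4 (-9.37) and Spon1, which encodes the floor plate protein F-spondin (-9.13), were also lower in ES cells. Gpm6a, a neuronal membrane glycoprotein, and Pou3f2, a neural POU factor, had no count in any ES cell, against 805 CPM and 509 CPM in D12 cells. A count of 0 in the ES cells allows up to 0.0347 CPM for either gene. Genes of synaptic vesicles were lower in ES cells for 23 of 24 members (median -4.46). Over all 15379 genes compared, 4409 were at least 2-fold higher in ES cells and 5326 lower. The D12 sum took 141472233 counts from sorted GFP+ cells and 113311702 from unsorted cells. It therefore does not give the makeup of the D12 culture. Against unsorted cells alone, 4606 of 14137 genes were at least 2-fold higher in ES cells and 4480 lower. In a PCA of the 500 most variable genes after DESeq2's variance stabilizing transformation, PC1 held 27% and PC2 6.69% of the variance. All 22 ES cells lay nearest to the ES centroid (100%, binomial interval 84.6 to 100), and their median distance from it was 6.32.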

PCA using undifferentiated ES cells (n = 21), and differentiated ES (both unsorted and GFP+; n = 39 and 53 respectively) cells revealed that undifferentiated ES cells were well separated from the differentiated ES cells (Fig. 4B). 

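The GFP+ cells lay toward the end of PC1 with the highest loadings. The highest loadings on PC1 belonged to Gap43, a growth cone protein, to Dcx and Mapt, which bind microtubules, and to Ndn, Ctnnd2, Mllt11, Gpm6a, Zfhx4, Nsg2 and Stmn3. At the opposite end of PC1 were Sparc, Upp1, Cd9, Hk2, Gsta4, Sdc4, the pluripotency factor Sall4, the heparin-binding growth factor Mdk, Trap1a and the DNA topoisomerase of dividing cells, Top2a. Of the 61 GFP+ cells, 59 were nearest to the GFP+ centroid (96.7%, exact binomial interval 88.7 to 99.6). The other 2 (3.28%, 0.4 to 11.3) were nearest to the centroid of the unsorted cells, and of these 1 was among the 4 GFP+ cells of run 3 and 1 among the 18 of run 5, with none among the 39 of run 4. The median distance of GFP+ cells from their own centroid was 17.8.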

Amongst differentiated ES cells, the GFP+ cells clustered tightly with the exception of a few cells that clustered closer to the unsorted ES cells. The unsorted cells were more scattered with several cells clustering with GFP+ cells, indicating that they were also GFP+ cells, and another cell bundled with undifferentiated ES cells.

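The unsorted cells held several kinds of cell along these axes. Of 44 unsorted cells, 32 were nearest to their own centroid (72.7%, 57.2 to 85), 11 to the GFP+ centroid (25%, 13.2 to 40.3) and 1, from run 5, to the ES centroid (2.27%, 0.0575 to 12). All 11 unsorted cells beside the GFP+ cells held 10 or more counts of the neuronal genes Stmn2, Dcx and Tubb3, and 10 of them did so for Mapt. Lhx6 had a count in 2 of these 11 cells, and eGFP was above 0 in 1. The 11 cells included the unsorted cell with the most genes (12537), and without it 1 of 10 had an Lhx6 count. Gad1 and Gad2, the enzymes of GABA synthesis, reached 10 counts in 2 and 3 of them, and the vesicular glutamate transporter Slc17a6 and the nuclear receptor Nr4a2 in 6 each, or 1, 2, 5 and 5 without that cell. Cells nearest to the GFP+ centroid were 1 of 5 in run 1, 2 of 5 in run 3 and 8 of 34 in run 5. The lowest loadings on PC2 belonged to Igfbp5, Ccnd2, Slit2, Nfia, Sulf1 and Prom1, and the highest to Stmn2, Nip7, Trim71 and Pfkp. The median distance of unsorted cells from their centroid was 29.4, which is 1.65 times that of the GFP+ cells and 3.43 times in a PCA of log2(nRPKM + 1).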

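The highest log2 ratios between GFP+ and unsorted cells included genes of GABA synthesis and the MGE, and the lowest included genes of the extracellular space and the neural tube transcription factor Rfx4. Among genes with a count in at least 50% of the cells of the higher group and the same direction in runs 3 and 5, the 10 with the highest log2 ratios were Gad2, Lrfn5, Sp9, Dlx1as, Gad1, a locus without a name (Entrez gene 102642686), Gm17750, Dlx6os1, Iqsec3 and Nkx2-1. Sp9, a zinc finger transcription factor, was at 106 CPM (105 to 108) in GFP+ cells and 0.415 CPM (0.305 to 0.552) in unsorted cells, a log2 ratio of 6.25 (6.46 within run 3 and 6.63 within run 5). Nkx2-1, the homeobox gene that specifies the MGE (chromosome 12 of GRCm38, 56531935 to 56536908), had a count in 50 of 61 GFP+ cells (82%, 70 to 90.6) and 5 of 44 unsorted cells (11.4%, 3.79 to 24.6), with a log2 ratio of 5.31. Iqsec3, which encodes a protein of inhibitory synapses, had a ratio of 5.68. Dlx1as overlaps Dlx1, and reads of the pair cannot be told apart without strand, so its ratio of 6.13 is uncertain, as is the 5.71 of Dlx6os1 beside Dlx5 and Dlx6. The ratios of Gm17750 (5.77) and of the unnamed locus (5.79) were 6.78 and 6.44 without the 1 unsorted cell that held most of their counts in that group, and those of Dlx1as and Dlx6os1 were 7.01 and 7.37. The 10 lowest ratios belonged to Sulf1, Vtn, the glutamate transporter gene Slc1a3, Rfx4, Ccn1, Serpine2, Sdc4, Fkbp9, Metrnl and LOC101056296. The condition on runs asked for the same sign and not for a size, and within run 3 Sulf1 and Vtn were under 2-fold. Rfx4, a transcription factor of the neural tube, had 1 count in GFP+ cells and 477 CPM in unsorted cells (log2 ratio -8.89), a raw ratio of 67416 (counting interval 12099 to 2662859). Serpine2, a protease inhibitor, also had 1 count in GFP+ cells, and its raw ratio was 43511 (7809 to 1718642). The log2 ratio of the syndecan gene Sdc4 was -8.15 and that of Fkbp9 -7.89. Ccn1, which encodes a matrix protein, had no count in GFP+ cells and was at least 19443-fold lower (log2 ratio -8.69), and Metrnl, with 2 counts in GFP+ cells, had a log2 ratio of -7.69 and a raw ratio of 14780 (4091 to 122050). Without the 1 unsorted cell with most of their counts, the log2 ratios of this pair were -7.72 and -5.89. LOC101056296 has the same counts as Id3 and may hold reads of that gene, so its value (at least 9001-fold lower) is uncertain. The paper's comparison took 29 unsorted and 51 GFP+ cells, chosen by their place in its PCA, and the values here cover all 44 and 61. Over 13535 genes with at least 10 counts in at least 3 cells, 3444 were at least 2-fold higher in GFP+ cells, 4000 were lower and 6091 lay between. Of the higher and lower genes, 1309 and 1986 had the same sign, at any size, within both runs 3 and 5. The higher genes made up 46.3% of those called when scaled by library total and 58.8% (4839 higher, 3385 lower) with DESeq2's poscounts size factors, which moved the median log2 ratio of all genes from -0.08 to 0.37. They made up 34.8% within run 5 (2954 higher, 5536 lower) and 66% without run 5 (5255 higher, 2709 lower). In counts simulated with the spread seen over the D12 cells of both groups together, 35.3% of 13335 unchanged genes passed the same size rule. That spread includes any difference between the groups, so the share may be too high for unchanged genes. The number of genes past the rule is still no count of changed genes.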

To understand transcriptional differences between the unsorted differentiated ES cells and GFP+ cells, DE analysis was carried out excluding cells that did not cluster with their respective cell types (Supplementary Table 7, n = 29 for unsorted cells, n = 51 for GFP+ cells). GO analysis revealed that genes expressed by unsorted cells are involved in neural tissue development, cell morphogenesis, signaling and adhesion whereas GFP+ cells expressed genes that play roles in neuronal differentiation, axon guidance, synaptic vesicle localization and neuronal migration (Supplementary Table 8). For example, Stmn2, Gap43, Gng3, Tubb3, Mapt, Dcx, Tmem130, L1cam, Nrxn3, Pcdha5 were expressed higher in GFP+ cells than in unsorted cells. In addition, Gad1, Gad2, Dlx1, Dlx5 and Lhx6, genes that are important for differentiation and function of MGE-derived neurons, were preferentially expressed by most GFP+ cells. 

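Genes of synaptic vesicles were mostly higher in GFP+ cells, genes of axon guidance and neuron migration were divided, and genes of the extracellular matrix were higher in unsorted cells. Of 24 synaptic vesicle genes, 14 were at least 2-fold higher in GFP+ cells and 1 was lower, with a median log2 ratio of 1.92 that lay above 100% of random lists matched on expression (0.73 within run 3 and 1.71 within run 5). Stx1b, a syntaxin of the presynaptic membrane, was at 125 CPM (123 to 127) in GFP+ cells and 2.5 CPM (2.22 to 2.81) in unsorted cells, a ratio of 5.17. Unc13a, which primes vesicles for release, had a count in 52 of 61 GFP+ cells and 14 of 44 unsorted cells and a ratio of 3.97. The single lower member was Cplx2, a complexin (-1.80). Of 29 axon guidance and growth genes, 11 were higher and 7 lower (median 0.56, 97.3rd percentile, 0.27 within run 3 and 0.03 within run 5). The ephrin receptor Epha5 was higher (3.40, and 5.47 without the 1 unsorted cell that held 78.9% of its counts in that group), and the guidance cue Ntn1 was lower (-6.51). Of 18 neuron migration genes, 8 were higher and 7 lower (median 0.66, 96.4th percentile, -0.09 within run 3 and 0.64 within run 5). Reln, which encodes an extracellular signal for migrating neurons, had 26 CPM (25.1 to 26.8) in GFP+ cells and no count in unsorted cells, at least 981-fold higher. Nrg1, a ligand of Erbb4, was at 3.13 CPM in GFP+ cells and 516 CPM in unsorted cells (-6.97). Of 15 genes of the extracellular matrix and basement membrane, 14 were lower in GFP+ cells and none higher (median -3.96, 0th percentile, -1.84 within run 3 and -5.84 within run 5). Together they took 0.125% of the counts in GFP+ cells and 1.86% in unsorted cells, where 7 cells with at least 3 endoderm genes held most of them, 98.5% for the collagen Col4a1 and 99.7% for the laminin Lama1. Without endoderm-marked cells in either group, a comparison added after the data were seen, 12 of the matrix genes were lower and 1 was higher, and the log2 ratio of Col4a1 was -5.50 in place of -2.79, of Col4a2 -1.74 in place of -4.43 and of Lama1 -0.68, under 2-fold, in place of -6.90. Several members of the neuronal lists and many of the matrix list had been seen in Supplementary Table 7 when the lists were written.

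**Figure D1:**
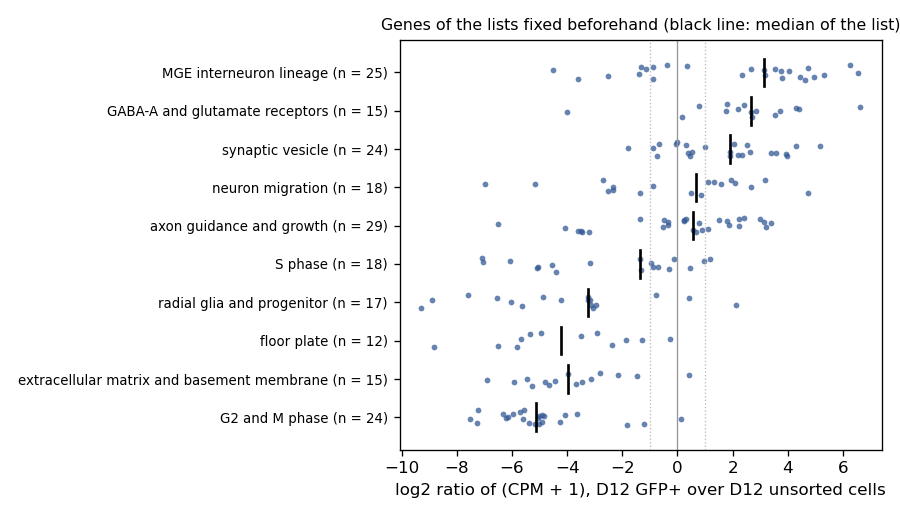
Log2 ratio of (CPM + 1), GFP+ over unsorted cells at D12, for the genes of 10 lists. Each point is a gene, black lines are list medians and dotted lines mark a 2-fold difference. The median of the synaptic vesicle list lies at 1.92 and that of the extracellular matrix list at -3.96, while the axon guidance and neuron migration lists spread to both sides.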

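Most of the genes of the neuronal cytoskeleton and growth cone named here were higher in GFP+ cells. Stmn2, Gap43, Gng3, Tubb3 and Dcx also had a count in over 50% of unsorted cells, whereas Mapt did in 15, Tmem130 and Nrxn3 in 16 each and L1cam in 17 of 44. At least 3 of the study's maturing neuron genes reached 10 counts in 61 of 61 GFP+ cells, 19 of 44 unsorted cells (43.2%, 28.3 to 59) and 14 of 22 ES cells (63.6%, 40.7 to 82.8). A cutoff of 10 counts depends on depth, and ES cells had a median of 3875462 counts against 2321940 in unsorted cells. By level, the list took 1.2% of the counts in GFP+ cells, 0.334% in unsorted cells and 0.11% in ES cells. Against all D12 cells together, sorted GFP+ cells included, 11 of its 12 genes were lower in ES cells (median log2 ratio -5.65). Of 12 maturing neuron genes that the study named, 10 were at least 2-fold higher in GFP+ cells, none was lower, and the median log2 ratio was 2.57. The study chose this list on these cells, so it is not independent evidence. Stmn2, a microtubule regulator of growing axons (chromosome 3 of GRCm38, 8509527 to 8561604), was at 2525 CPM (2517 to 2533) in GFP+ cells and 562 CPM (558 to 567) in unsorted cells, a log2 ratio of 2.16. It had a count in 61 of 61 GFP+ cells and 27 of 44 unsorted cells (61.4%, 45.5 to 75.6). Gng3, a G protein subunit of neurons, had a ratio of 3.20 and a count in 60 GFP+ and 24 unsorted cells. Gap43 (1.81) and the neuronal tubulin Tubb3 (1.92) were at 1581 and 3129 CPM in GFP+ cells and 449 and 828 CPM in unsorted cells. Mapt was at 947 CPM (942 to 952) against 154 CPM (151 to 156), Tmem130 at 362 CPM against 44.5 CPM, and the synaptic adhesion gene Nrxn3 at 371 CPM against 39.7 CPM. Dcx was at 1570 CPM (1563 to 1577) in GFP+ cells, with a count in each of them, and at 878 CPM (872 to 883) in unsorted cells, with a count in 28 of 44 (63.6%, 47.8 to 77.6). The adhesion gene L1cam had a ratio of 2.58, and 3.21 without the 1 unsorted cell that held 37.1% of its counts in that group. Pcdha5 had a ratio of 2.57, but it shares its last exons with the other genes of the protocadherin alpha cluster, so its reads are uncertain. Eno2, the neuronal enolase, had a ratio of 5.52, and the glutamate receptor subunit Gria2 one of 0.79, or 1.52 without 1 unsorted cell. Within run 5 all 12 genes were higher (median 2.16), whereas within run 3 5 were higher and 4 lower (median -0.14). Mapt, Dcx, L1cam (-1.27) and Pcdha5 (-1.71) were the 4 lower genes within run 3, and Gap43 (-0.16), Eno2 (-0.12) and Gria2 (-0.25) also had the opposite sign there.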

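The enzymes of GABA synthesis and the transcription factors of the MGE lineage were found in most GFP+ cells and in few unsorted cells. Gad1 (chromosome 2 of GRCm38, 70561303 to 70602014) was at 528 CPM (525 to 532) in GFP+ cells and 7.64 CPM (7.14 to 8.17) in unsorted cells, a log2 ratio of 5.94. It had a count in 56 of 61 GFP+ cells (91.8%, 81.9 to 97.3) and 4 of 44 unsorted cells (9.09%, 2.53 to 21.7). Gad2 (chromosome 2, 22621015 to 22693877) was at 432 CPM (429 to 436) against 2.28 CPM (2.01 to 2.57), a ratio of 7.05, and also had a count in 56 GFP+ cells. The homeobox gene Dlx1 (chromosome 2, 71528113 to 71533981) had a ratio of 4.17 and a count in 54 GFP+ cells (88.5%, 77.8 to 95.3) and 6 unsorted cells, although its antisense gene Dlx1as may share its reads. Dlx5 (chromosome 6, 6877801 to 6882068) had a count in 35 GFP+ cells (57.4%, 44.1 to 70) and a ratio of 3.46. Lhx6 (chromosome 2, 36081950 to 36105992) was at 1778 CPM (1771 to 1785) in GFP+ cells and 71.2 CPM (69.7 to 72.8) in unsorted cells, a ratio of 4.62, with a count in every GFP+ cell. At least 3 of these 5 genes had a count in 60 of 61 GFP+ cells (98.4%, 91.2 to 100), 3 of 44 unsorted cells and 0 of 22 ES cells, which allows a share of up to 13.6% (3 of 22). Lhx6 is the gene of the sorting reporter, so its part in this count follows from the gate. Gad1 or Gad2, which the gate did not use, had a count in 60 of 61 GFP+, 7 of 44 unsorted and 2 of 22 ES cells. Single unsorted cells held 93.8% of the Gad1, 51.2% of the Gad2, 95.6% of the Dlx1, 97.3% of the Dlx5 and 98.3% of the Lhx6 counts of their group. Without them the ratios were 8.48, 7.66, 7.04, 6.62 and 9.61. With Npy, these genes formed a list of 6 chosen by the study on these cells, all of them higher in GFP+ cells (median 4.40, with 5.58 within run 3 and 4.21 within run 5).

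**Figure D2:**
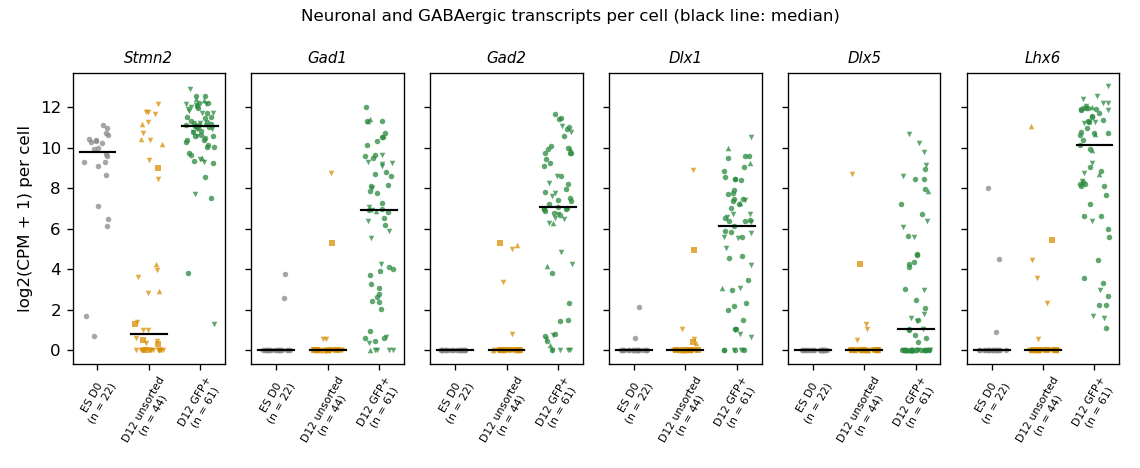
Expression of Stmn2, Gad1, Gad2, Dlx1, Dlx5 and Lhx6 in each ES D0, unsorted D12 and GFP+ D12 cell, as log2(CPM + 1). Each marker is a cell, with its shape giving the run of sample numbers (square run 1, triangle up run 3, triangle down run 5, circle runs 2 and 4), and the black line is the median of the group. The median of Lhx6 is 10.12 in GFP+ cells and 0.00 in both other groups, while Stmn2 has a median of 9.82 in ES cells, 0.79 in unsorted cells and 11.07 in GFP+ cells.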

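Counts of Npy, which encodes neuropeptide Y (chromosome 6 of GRCm38, 49822710 to 49829507), were found in 18 of 61 GFP+ cells (29.5%, exact binomial interval 18.5 to 42.6) and in none of the 44 unsorted cells, which allows a share of up to 6.82%. The level was 7.85 CPM (7.39 to 8.32) in GFP+ cells, at least 296-fold higher than the 0.0265 CPM that 0 counts in the unsorted cells allow. Of the 1110 Npy counts in GFP+ cells, 716 (64.5%) came from 1 cell, and 3 cells held 10 or more. Without that cell the log2 ratio was 1.94 in place of 3.15. Of the GFP+ cells with an Npy count, 17 were among the 39 of run 4 and 1 among the 4 of run 3, with none among the 18 of run 5. Run 4 held no unsorted cells.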

Npy is expressed by immature MGE neurons and by a subset of the developing and adult interneurons and was expressed at higher levels in a subset of GFP+ cells (Fig. 4C). Together, our data suggest that GFP+ cells differentiated from mouse ES cells were maturing into cells that closely resembled MGE-derived GABAergic neurons. 

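A textbook list of interneuron genes, not all of them particular to the MGE, was mostly higher in GFP+ cells. So were receptors for GABA and glutamate. The first list shares Lhx6 and the second Gria2 with the genes named by the study. Lhx6 is also the gene of the sorting reporter, so its place among the higher genes follows from the gate. Of 25 measured genes of the interneuron lineage, 15 were at least 2-fold higher and 6 lower (median log2 ratio 3.15, above 100% of matched random lists, 0.00 within run 3 and 2.49 within run 5), although Erbb4, Lhx6, Nkx2-1, Slc6a1 and Sp9 had been seen in Supplementary Table 7. Slc6a1, the GABA transporter of the plasma membrane, was at 873 CPM (869 to 878) in GFP+ cells and 136 CPM (134 to 138) in unsorted cells, a ratio of 2.68, or 3.61 without 1 unsorted cell. The neurexophilin gene Nxph1 had 94.4 CPM in GFP+ cells and 2 counts in unsorted cells, a raw ratio of 5349 (counting interval 1481 to 44174), and the transcription factor Sp8 had a log2 ratio of 4.96. The lower members included Calb2, or calretinin, with no count in GFP+ cells and at least 1034-fold lower (log2 ratio -4.52), although 1 unsorted cell held 93.3% of its counts and the ratio without it was -1.35. The chromatin organizer Satb1 was at 17.4 CPM in GFP+ cells and 226 CPM in unsorted cells (-3.62). At least 3 genes of this list reached 10 counts in 91.8% of GFP+ cells, 38.6% of unsorted cells and 9.09% of ES cells. Lhx6 alone did so in 56 GFP+ cells, so the GFP+ share follows in part from the gate. Of 15 receptor genes, 12 were higher and 1 lower (median 2.65, above 100% of random lists, 0.00 within run 3 and 1.85 within run 5), among them the GABA-A subunits Gabrb3 (4.39) and Gabrb2 (3.73) and the AMPA subunit Gria1 (6.62, but -0.27 within run 5). Of 7 telencephalon genes, 4 were higher and 1 lower (median 2.34, 99.9th percentile, 0.33 within run 3 and 0.72 within run 5), and of 7 genes of hypothalamus and diencephalon 4 were higher and 3 lower (median 1.37, 94.2nd percentile, 0.00 and 0.33 within these runs). The pair of midbrain genes measured, En1 (-3.49, and -2.23 without 1 unsorted cell) and En2 (-3.39), was lower in GFP+ cells. Both measured genes of glutamatergic neurons were lower, Slc17a6 with -4.38, or -7.44 without 1 GFP+ cell, and Neurod1 with -3.93. Of 6 genes of cholinergic, dopaminergic and serotonergic neurons, 1 was higher and 1 lower (median 0.27, but -2.95 within run 3 and -0.54 within run 5), the higher one being Isl1 (3.04, and 0.74 without the 1 GFP+ cell that held 87% of its counts). All 5 of Gad1, Gad2, Dlx1, Dlx5 and Lhx6 had a count in 28 GFP+ cells (45.9%, 33.1 to 59.2) and in 1 unsorted cell. From the neuronal genes and those of MGE-derived neurons in GFP+ cells, the paper proposes that ES cell-derived GFP+ cells matured toward a state near that of MGE-derived GABAergic neurons.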

GFP+ cells also expressed genes that previously had not been described to be expressed in MGE-derived neurons, including transcriptional regulators Smarcd3, Lhx1, Myt1, Zfhx4, Myt1l, Runx1t1 and genes associated with neural diseases such as Atcay and Lrfn5. 

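The transcriptional regulators and disease genes named here were found in 39.3% to 100% of GFP+ cells, and most of them also in a part of the unsorted cells. A list of 9 genes held those named here and Mllt11, which the paper names next, all chosen by the study on these cells. Of the 9, 8 were at least 2-fold higher in GFP+ cells and none was lower (median log2 ratio 2.38, with 1.61 within run 3 and 2.31 within run 5). Lrfn5, a synaptic adhesion gene (chromosome 12 of GRCm38, 61522851 to 61857928), was at 123 CPM (121 to 125) in GFP+ cells and 0.124 CPM (0.0675 to 0.207) in unsorted cells, a ratio of 6.78, with a count in 31 of 61 and 3 of 44 cells. Lhx1, a LIM homeobox gene (chromosome 11, 84517975 to 84525534), had a ratio of 4.73 and a count in 34 GFP+ cells (55.7%, 42.4 to 68.5) and 8 unsorted cells (18.2%, 8.19 to 32.7). Myt1, a zinc finger gene of neuronal differentiation, was at 363 CPM (360 to 366) against 29.4 CPM (28.4 to 30.4), a ratio of 3.58. Its relative Myt1l was at 277 CPM (275 to 280) against 177 CPM (174 to 179), a ratio of 0.65, which lies under 2-fold. Zfhx4 had a count in every GFP+ cell and in 29 unsorted cells (65.9%, 50.1 to 79.5), with a ratio of 2.38. Smarcd3, a subunit of the BAF chromatin remodelling complex, had a count in 24 GFP+ cells (39.3%, 27.1 to 52.7) and a ratio of 2.50. Without the single unsorted cell that moved each ratio most, the ratios were 4.17 for Myt1, 1.65 for Myt1l, 3.14 for Zfhx4 and 4.13 for Smarcd3. Within run 3 Zfhx4 (-0.51) and Myt1l (-6.03) had the opposite sign, and within run 5 they were at 2.41 and 2.23.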

Interestingly, Mllt11, Runx1t1 and Atcay were both expressed in the MGE immature neurons and in *in vitro* GFP+ cells.

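In the GFP+ cells, Mllt11 was the most abundant of the 3 genes. Mllt11 (chromosome 3 of GRCm38, 95218544 to 95229632) was at 1764 CPM (1757 to 1771) in GFP+ cells and 372 CPM (368 to 375) in unsorted cells, a log2 ratio of 2.24 (2.06 within run 3 and 2.31 within run 5), with a count in 61 of 61 and 32 of 44 cells. Runx1t1, a transcriptional co-repressor (chromosome 4, 13742628 to 13895056), was at 757 CPM (752 to 761) against 353 CPM (350 to 357), a ratio of 1.10, or 1.76 without the unsorted cell that held 39.9% of its counts. It had a count in 55 GFP+ cells (90.2%, 79.8 to 96.3) and 21 unsorted cells (47.7%, 32.5 to 63.3), and its ratio within run 3 was -0.10. Atcay, the gene of Cayman ataxia (chromosome 10, 81204504 to 81230845), was at 174 CPM (172 to 177) against 51.1 CPM (49.8 to 52.4), a ratio of 1.75. It had a count in 48 GFP+ cells (78.7%, 66.3 to 88.1) and 9 unsorted cells (20.5%, 9.8 to 35.3). The ratio of Atcay was 2.87 without 1 unsorted cell, 1.61 within run 3 and -0.51 within run 5. The paper's reported log2 fold changes between MGE immature neurons and proliferating progenitors (Supplementary Table 2) are 8.61 for Mllt11, 8.71 for Runx1t1 and 5.73 for Atcay. These are differences of median log2 nRPKM. On that measure, over all cells kept here, the in vitro values were 9.14 for Mllt11, 12.07 for Runx1t1 and 7.90 for Atcay. The paper's own in vitro values leave out cells that did not cluster with their group. They are 11.3 for Mllt11, 12.1 for Runx1t1 and 11 for Atcay.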

In contrast, unsorted differentiated ES cells expressed genes that are known to mark neural progenitors and cells engaged in active cell cycle, including Notch1, Notch2, Hes1, Sox2, Bmp7, Vim, Slc1a3, Ccnd2, Cdk6, Cdk1, Cenpf, Mki67 and Cdc25c (Fig. 4C). 

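Genes of neural progenitors and of the cell cycle were lower in GFP+ cells, several of them with no count in any GFP+ cell. Of 15 progenitor genes that the study named, all were at least 2-fold lower in GFP+ cells (median log2 ratio -6.05), and so were all 10 proliferation genes (median -6.98, or -6.96 with genes at 0 counts set to their bound), both lists being chosen by the study on these cells. Without run 5, which leaves 10 unsorted cells, 8 of the progenitor and 0 of the proliferation genes were lower, and with the paper's effect size 0 of the proliferation genes were. Slc1a3, the glutamate transporter of radial glia, had 2 counts in GFP+ cells and was at 630 CPM (625 to 634) in unsorted cells, a raw ratio of 44540 (counting interval 12329 to 367787), with a count in 27 of 44 unsorted cells (61.4%). The Notch receptor gene Notch2 had no count in 61 GFP+ cells, which allows a share of up to 4.92%, and a count in 33 unsorted cells (75%, 59.7 to 86.8), at least 4306-fold lower. The growth factor gene Bmp7 had a log2 ratio of -7.51. Notch1 had a count in 3 GFP+ cells and 21 unsorted cells (47.7%, 32.5 to 63.3), Hes1 in 1 and 28, Sox2 in 5 and 22, the cyclin Ccnd2 in 13 and 37, and Vim in 21 and 39. Cdk6, a kinase of G1 phase, had no count in GFP+ cells and a count in 18 unsorted cells (40.9%, 26.3 to 56.8), at least 4181-fold lower. The mitotic genes were found in fewer unsorted cells, with a count of Mki67 in 12 (27.3%, 15 to 42.8), of Cdc25c in 13, of Cenpf in 11 and of Cdk1 in 10. Mki67 and Cenpf had 3 counts each in GFP+ cells, with raw ratios of 8716 (2982 to 42270) and 3766 (1288 to 18263), while Cdc25c and Cdk1 had none and were at least 3958-fold and 858-fold lower. Without the single unsorted cell that moved each ratio most, the log2 ratio of Mki67 was -6.49 in place of -7.51 and of Cenpf -5.47 in place of -6.31. That of Cdc25c was -5.77 in place of -6.41 and of Cdk1 -3.25 in place of -4.26. Textbook lists gave 23 of 24 genes of G2 and M phase lower and none higher (median -5.12, or -5.11 with genes at their bound, 0th percentile of random lists, with 0.00, 2 lower and 1 higher within run 3, and -5.54 within run 5), and 10 of 18 genes of S phase lower and 1 higher (median -1.35, 1.19th percentile, -0.03 within run 3 and -3.85 within run 5). At least 3 genes of G2 and M phase reached 10 counts in 7 unsorted cells (15.9%), in none of the GFP+ cells and in all 22 ES cells. Within run 5 the progenitor list had a median of -6.67 and the proliferation list of -7.06, with all members lower. Within run 3 the medians were -0.12 and 0.00, with 7 of 15 and 1 of 10 members lower.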

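Sulf1, Vtn, Gpr98 and Sparc were each at least 2-fold lower in GFP+ than in unsorted cells, but not all in the same unsorted cells. Sulf1, an extracellular sulfatase that edits heparan sulfate (chromosome 1 of GRCm38, 12692197 to 12861192), was at 1228 CPM (1222 to 1235) in unsorted cells with a count in 35 of 44 (79.5%, 64.7 to 90.2), and had 2 counts in GFP+ cells, a raw ratio of 86878 (counting interval 24050 to 717390). Vtn, which encodes the matrix protein vitronectin (chromosome 11, 78499120 to 78502325), was at 1141 CPM (1135 to 1147) in unsorted cells with a count in 29 of 44, and had no count in GFP+ cells, at least 53794-fold lower. Gpr98, now Adgrv1, an adhesion G protein-coupled receptor (chromosome 13, 81095068 to 81633391), was at 306 CPM (303 to 309) in unsorted cells with a count in 25 (56.8%, 41 to 71.7), and at 0.0565 CPM in GFP+ cells, a log2 ratio of -8.18. Sparc, a collagen-binding glycoprotein of basement membranes (chromosome 11, 55394159 to 55420080), was at 5951 CPM (5936 to 5965) in unsorted cells and 236 CPM (234 to 239) in GFP+ cells, a log2 ratio of -4.65. It had a count in 38 unsorted cells (86.4%, 72.6 to 94.8) and 10 GFP+ cells, and 1 GFP+ cell held nearly all the counts of its group, with a ratio of -12.41 without it. Of the Sparc counts in unsorted cells, 94.3% came from the 7 cells that held 10 or more counts of at least 3 endoderm genes, whereas those cells held 0.382% of the Sulf1, 0.44% of the Vtn and 0.216% of the Gpr98 counts. Without endoderm-marked cells in either group the log2 ratio was -8.58 for Sparc, -10.54 for Sulf1, -10.46 for Vtn and -8.48 for Gpr98. In the other 37 unsorted cells, Sparc reached 10 counts together with Sulf1 and Slc1a3 in 13 (35.1%). Within run 3 the ratios of Sulf1 and Vtn were both -0.12 and that of Gpr98 0.00, while Sparc was at -2.13, and within run 5 the 4 ratios lay between -8.85 and -10.96.

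**Figure D3:**
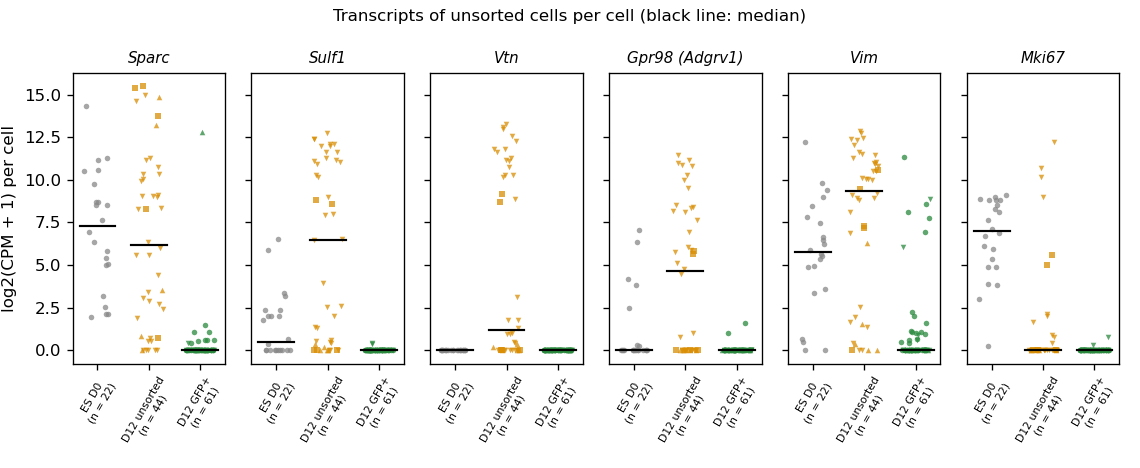
Expression of Sparc, Sulf1, Vtn, Gpr98 (Adgrv1), Vim and Mki67 in each ES D0, unsorted D12 and GFP+ D12 cell, as log2(CPM + 1). Each marker is a cell, with its shape giving the run of sample numbers (square run 1, triangle up run 3, triangle down run 5, circle runs 2 and 4), and the black line is the median of the group. In unsorted cells the median is 6.16 for Sparc, 4.64 for Gpr98 and 9.35 for Vim, and in GFP+ cells it is 0.00 for all 6 genes.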

The expression of other genes such as Sulf1, Vtn, Gpr98 and Sparc was also higher in unsorted cells; these genes might be new markers for neural progenitors as their expression correlated well with known neural progenitor genes. Together these transcriptional profiles indicated that unsorted differentiated ES cells were mostly neural progenitors with some of them actively dividing.

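Most unsorted cells carried progenitor genes, a smaller part carried genes of division, and many also expressed genes of the floor plate. At least 5 of the study's progenitor genes reached 10 counts in 29 of 44 unsorted cells (65.9%, 50.1 to 79.5), 0 of 61 GFP+ cells and 22 of 22 ES cells, and 4 of the 29 also held 10 or more counts of at least 3 endoderm genes. At least 5 genes of G2 and M phase did so in 6 unsorted cells (13.6%, 5.17 to 27.4), of which 5 were among the progenitor-marked cells. Of 17 radial glia and progenitor genes in a textbook list, 14 were lower in GFP+ cells and 1, Sox1 (2.14), was higher (median log2 ratio -3.26, 0th percentile of random lists, -0.06 within run 3 and -6.24 within run 5). The intermediate filament gene Nes had a ratio of -3.26, or -5.40 without 1 GFP+ cell, and 4.69 within run 3. Of 7 genes of the neurogenic transition, 2 were higher and 3 lower (median 0.49, 77.7th percentile, -0.03 within run 3 and 0.28 within run 5), among them the proneural gene Ascl1 (-2.30) and the neuroendocrine factor Insm1 (3.32). Of 12 floor plate genes, 11 were lower in GFP+ cells and none higher (median -4.20, or -4.19 with a gene at 0 set to its bound, 0th percentile, -0.52 within run 3 and -4.75 within run 5). Corin, a protease of the floor plate, had 1 count in GFP+ cells and 450 CPM (446 to 453) in unsorted cells, a raw ratio of 63602 (counting interval 11415 to 2512204), with a log2 ratio of -8.81, or -8.22 without 1 unsorted cell. The forkhead gene Foxa2 was at 0.558 CPM against 87.3 CPM (-5.82, or -5.18 without 1 unsorted cell). Of 6 endoderm genes, 5 were lower and 1 higher (median -3.68, or -3.66 with a gene at its bound, -1.29 within run 3 and -2.81 within run 5), and at least 3 of this list reached 10 counts in 7 unsorted cells (15.9%), 1 GFP+ cell and 5 ES cells. Of 4 pluripotency genes measured, 3 were lower and none higher (median -1.43, 13.4th percentile, but 0.91 within run 3), and of 3 fibroblast genes 2 were lower (median -4.87). Of 4 endothelial genes 1 was higher and 2 lower (median -0.66), and Runx1, the single blood gene measured, was at least 266-fold lower (log2 ratio -2.73, or -2.70 at its bound). Of 4 genes of astrocytes and oligodendrocytes 2 were higher and 1 lower (median 1.36, but -1.27 within run 3 and also below 0 within run 5). Genes of the stress response to dissociation, a sign of handling, were lower in GFP+ cells for 8 of 11 members (median -1.84, 0.265th percentile, with 0.00, 3 higher and 3 lower within run 3, and -1.51 within run 5), with at least 3 of them at 10 counts in 54.1% of GFP+, 59.1% of unsorted and 86.4% of ES cells. From the progenitor and cell cycle genes, the paper concludes that unsorted cells were mostly neural progenitors and that some of them were dividing.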

### Comparison of embryonic MGE and ES-derived MGE-like cells

We tested whether at the single cell level differentiated ES neural stem cells resembled MGE cells of any embryonic age. PCA was carried out with *in vitro* unsorted and GFP+ differentiated ES cells as well as all *in vivo* MGE cells (Fig. 5A). We found that unsorted differentiated ES cells mostly clustered with MGE proliferating neural progenitors and GFP+ cells clustered with MGE immature neurons.

We further examined gene expression correlations between *in vivo* proliferating neural progenitors vs. immature neurons and *in vitro* unsorted differentiated ES cells vs. GFP+ cells by comparing their fold changes (Fig. 5B). 

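Across genes, the log2 ratio between GFP+ and unsorted cells followed the paper's in vivo log2 fold change between immature neurons and proliferating progenitors (Supplementary Table 2). Of 102 genes that the paper's table gives as higher in immature neurons, 95 had a positive log2 ratio in vitro, with 71 at least 2-fold higher and 3 at least 2-fold lower in GFP+ cells. Of 644 genes given as lower in immature neurons, 507 had a negative ratio, with 302 at least 2-fold lower and 17 at least 2-fold higher. Among genes higher in immature neurons in the paper's table, Stmn2 has a log2 fold change of 9.12 and Myt1l of 10.0, and among those lower, Sparc has -13.7 and Gpr98 (Adgrv1) -8.29. The Spearman correlation was 0.62 over the 746 of 819 genes in the paper's table that matched a gene in these data, and Pearson's was 0.62 as well. Within run 5 the Spearman correlation was 0.60, and none was computed within run 3. These are correlations across genes, which are not independent replicates, so no p-value is given. With the paper's effect size, the difference between median log2 nRPKM values with a floor of -8, the correlation was 0.28. By this measure 95 of the 102 and 271 of the 644 genes had the paper's direction. Of the 644, 304 were at 0 and 69 were above it, 27 of them by at least 2-fold. These values cover all cells kept here. The paper's in vitro comparison left out cells that did not cluster with their group, so 0.28 is not the paper's own correlation.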

We observed good correlations between the two systems. For example, genes that were highly expressed in the *in vivo* immature neurons were also expressed higher by *in vitro* differentiated GFP+ cells and included Dlx5, Nrxn3, Tmem130, Mapt, Gad1, Gad2 and Dcx. 

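All 7 genes had higher values in GFP+ cells, and 6 of them by at least 2-fold. The log2 ratio of (CPM + 1) and the paper's log2 fold change, a difference of median log2 nRPKM with a floor, are unlike measures, so that their sizes cannot be set against each other, and the in vitro value on the paper's measure is given too. Nrxn3 had a log2 ratio of 3.19 in vitro and 10.28 on the paper's measure, and the paper's log2 fold change in vivo is 8.64. For Tmem130 the ratio was 3.00, or 3.95 without the unsorted cell that held 50.5% of its counts, with 13.62 on the paper's measure, and the paper's in vivo value is 12.1. Mapt, which encodes the microtubule protein tau, had a ratio of 2.61, or 3.37 without the unsorted cell that held 43.8% of its counts, with 14.25 on the paper's measure, and the paper's in vivo value is 11.4. Dcx had a ratio of 0.84, under 2-fold, and 4.86 on the paper's measure, and the paper's in vivo value is 9.28. For Gad1, Gad2 and Dlx5 the in vitro values on the paper's measure were 12.25, 12.02 and 6.66. The paper's in vivo values for them are 7.01, 9.3 and 8.12. All in vitro values given here on the paper's measure cover all cells kept. The paper's own in vitro values leave out cells that did not cluster with their group. They are 11.2 for Nrxn3, 13.8 for Tmem130, 14.4 for Mapt and 10 for Dcx. For Gad1, Gad2 and Dlx5 they are 12.4, 12.4 and 6.75. Within run 5 the log2 ratios of (CPM + 1) were 2.77 for Nrxn3, 2.18 for Tmem130, 2.98 for Mapt and 1.62 for Dcx. Within run 3, Nrxn3 was at 8.45 and Tmem130 at 5.45, whereas Mapt was at -1.48 and Dcx at -3.95.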

In the opposite direction, many genes were enriched by both *in vivo* MGE neural progenitors and *in vitro* unsorted differentiated cells (Fig. 5B). These genes included Hes1, Notch1, Notch 2, Sox2, Ccnd2 and Vim. 

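All 6 genes were at least 2-fold lower in GFP+ than in unsorted cells. Vim, an intermediate filament of progenitors, was at 75.2 CPM (73.8 to 76.6) in GFP+ cells and 1432 CPM (1425 to 1439) in unsorted cells, a log2 ratio of -4.23, and the paper's in vivo log2 fold change, a difference of median log2 nRPKM and so an unlike measure, is -10.7. Ccnd2, a cyclin of G1 phase, was at 105 CPM (103 to 107) against 930 CPM (925 to 936), a ratio of -3.13, and the paper's value is -10.8. Sox2, a transcription factor of neural stem cells, was at 4.3 CPM against 40.5 CPM (-2.97), and the paper's value is -12.8. Hes1, a repressor downstream of Notch, was at 2.55 CPM against 31.3 CPM (-3.18), and the paper's value is -8.52. Notch1 was at 0.396 CPM against 91.4 CPM (-6.05) and Notch2 had a ratio of -6.53, and the paper's values are -12.2 and -11.4. On the paper's measure, over all cells kept here, the in vitro values were -16.16 for Vim, -12.91 for Ccnd2 and -2.49 for Sox2. They were -9.50 for Hes1 and -9.57 for Notch2, and 0.00 for Notch1, whose medians were at 0 in both groups. The paper's own in vitro values leave out cells that did not cluster with their group. They are -17.2 for Vim, -13 for Ccnd2, -9.35 for Sox2, -10.6 for Hes1, -10.7 for Notch2 and -4.59 for Notch1. Single GFP+ cells held 63.3% of the Vim, 82% of the Ccnd2, 98% of the Sox2 and 100% of the Hes1 counts of their group, and without them the ratios were -5.62, -5.51, -5.26 and -5.01. A single unsorted cell held 46.2% of the Notch1 counts, and the ratio without it was -5.23. Within run 5 the 6 ratios lay between -2.04 for Ccnd2 and -6.67 for Notch2. Within run 3 Sox2 was at 0.00, Notch1 at -0.06 and Hes1 at -1.48, while Vim was at -4.10, Ccnd2 at -5.69 and Notch2 at -6.33.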

The similarity of the observed gene expression profiles supported the validity of the *in vitro* system in which MGE-like (Lhx6-GFP+) cells were generated.

To investigate if there was any transcriptional difference between the embryonic MGE cells and *in vitro* ES-derived MGE-like cells, we compared transcriptomes of *in vivo* proliferating neural progenitors with those of *in vitro* unsorted differentiated ES cells and transcriptomes of *in vivo* immature neurons with those of *in vitro* GFP+ cells (Fig. 5C,D). We found Foxg1, Bcl11a (Ctip1), Bcl11b (Ctip2) and Epha4, among other genes, significantly down-regulated in both unsorted differentiated and GFP+ cells (Supplementary Table 9). 

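In the in vitro cells, Foxg1 was found in few cells of either group, and Bcl11a in most GFP+ cells. Foxg1, the forkhead gene of the telencephalon (chromosome 12 of GRCm38, 49382883 to 49386867), had a count in 10 of 61 GFP+ cells (16.4%, 8.15 to 28.1) and 2 of 44 unsorted cells (4.55%, 0.555 to 15.5), at 29.7 CPM (28.9 to 30.7) and 0.0706 CPM (0.0305 to 0.139). Bcl11a, a zinc finger gene (chromosome 11, 24076564 to 24173558), had a count in 40 GFP+ cells (65.6%, 52.3 to 77.3) and 11 unsorted cells, at 158 CPM (156 to 160) and 15.6 CPM (14.9 to 16.3). Its relative Bcl11b (chromosome 12, 107910403 to 108004145) had a count in 15 GFP+ cells (24.6%, 14.5 to 37.3) and 4 unsorted cells, at 40 CPM (38.9 to 41) and 2.52 CPM. The ephrin receptor gene Epha4 (chromosome 1, 77367182 to 77515107) had a count in 22 GFP+ cells (36.1%, 24.2 to 49.4) and 12 unsorted cells (27.3%), at 82.1 CPM (80.6 to 83.6) and 51.2 CPM (49.9 to 52.6). Of these 4 genes, 3 were at least 2-fold higher in GFP+ than in unsorted cells (median log2 ratio 3.40, with 1.55 within run 3 and 1.81 within run 5). The ratios were 4.84 for Foxg1, 3.26 for Bcl11a, 3.54 for Bcl11b and 0.67 for Epha4. Without the single cell that moved each ratio most, they were 4.02, 3.91, 1.95 and 2.22. That cell was a GFP+ cell for Foxg1 and Bcl11b and an unsorted cell for Bcl11a and Epha4. Within run 5 Bcl11b was at -1.58, and within run 3 Foxg1 was at -0.06. The MGE cells were not analysed here, so the comparison with them rests on the paper's values.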

Overall, MGE-like cells generated from ES resembled the bona fide embryonic MGE, although they had lower levels of transcription factors and a key migration guidance factor which may contribute to the low efficiency of MGE-like cell production *in vitro*.

## Discussion

Using single cell RNA-seq we identified two main cell populations in the MGE. One population is identified as proliferating neural progenitors expressing known neural stem cell genes as well as genes involved in cell cycle progression. The other population had properties of immature neurons based on the expression of markers for mature neurons and of genes important for subpallial neuronal development. *In vitro* differentiated ES cells, the unsorted and GFP+ cells, resembled these two populations, respectively. Among MGE proliferating neural progenitors and immature neurons we further identified VZ and SVZ progenitor cells, and MGE-derived immature cortical and striatal interneurons and globus pallidus projection neurons, in addition to some LGE-derived cells.

Two important questions in the field of CIN development are the timing and location of interneuron subtype specification. Our data suggest that subtype-specified neural precursors are not present in the MGE. Rather, consistent with recent clonal analyses^11^,^12^, a common pool of MGE progenitors might generate interneuron precursors that differentiate into subtypes only after migrating out of the MGE. If committed precursors do exist in the MGE, we may have failed to detect them because 1) we did not analyze sufficient number of cells, 2) cell fate is not actually reflected in mRNA profiles, 3) the relevant RNA(s) are expressed at very low levels, or 4) the relevant RNA(s) are too few in number to emerge from unbiased clustering. Regarding the first point, we classified 133 cells as immature neurons, of which 60 (E11.5 = 28, E13.5 = 9, E15.5 = 23) had a pure MGE (rather than LGE) expression profile (Fig. 3B). If committed precursors represent only a fraction of MGE cells then it may be that we sequenced a very small number of such cells. Further studies with higher-throughput single-cell RNA-seq technologies will therefore be necessary to confirm our findings.

We detected the presence of a few non-neuronal cell types in embryonic MGE including microglia, astrocyte/ependymal cell precursors, and precursors for endothelial cells and Vsmc (Fig. 1B; Supplementary Fig. 6). This agrees with reports of non-neuroepithelial cells such as microglia, vascular and myogenic cells in the MGE^47^,^49^,^50^. Microglia cells invade the embryonic brain and their presence in the brain was detected as early as E12.5^47^,^51^. These cells are the resident macrophages of the brain and are implicated in the pathophysiology of many neurodegenerative diseases^52^. Ependymal cells are multi-ciliated cells lining the ventricles of the mammalian brain and are derived from radial glial cells during embryogenesis^53^. Adult ependymal cells behave as dormant neural stem cells and they generate GFAP+ SVZ astrocytes^54^,^55^. Our data suggest ependymal cells and astrocytes may have the same embryonic origin. Similarly, we also noted endothelial cells and Vsmc might share a common precursor in the MGE.

Our single-cell transcriptome analyses from *in vitro* differentiated ES cells are in agreement with gene expression data previously reported:^19^ the majority of the *in vitro* Lhx6-GFP+ cells represented bi-potential cortical and striatal interneuron precursors. We also elucidated similarities and differences between *in vitro* ES-derived MGE-like cells and bona fide MGE cells in further details. For example, we identified lower expression of Foxg1, Bcl11a, Bcl11b, and Epha4 in *in vitro* differentiated ES cells. Deletion of Foxg1 in CINs lineages results in down regulation of guidance receptors such as Epha4 and Robo1, leading to interneuron migration defects^56^. Bcl11a controls the polarity and migration of cortical projection neurons through Sema3c, another guidance receptor^57^. It was recently shown that fibroblasts can be converted directly into forebrain interneurons using just five factors, Foxg1, Sox2, Ascl1, Dlx5, and Lhx6^58^. Introducing Foxg1 into the *in vitro* differentiated ES cells is likely to improve the efficiency of MGE-like cell generation. In short, this comprehensive transcriptional data on both unsorted and sorted GFP+ differentiated ES cells provides a resource that can be exploited for improving generation of MGE-derived neural progenitors and differentiated neurons.

## Experimental Procedures

### MGE tissues collection

All protocols involving animals were approved by Genentech’s Institutional Animal Care and Use Committee, in accordance with guidelines that adhere to and exceed state and national ethical regulations for animal care and use in research. MGE tissues including VZ, SVZ and MZ areas from mouse CD1 embryonic brains were dissected out and collected in Hibernate-E media (Thermo Fisher) before further processing. For E11.5 and E13.5 MGE tissues can be easily recognized and dissected out based on their characteristic shapes and bordering with the LGE, CGE, and the Septum. For E15.5 and E17.5, the MGE demarcations became obscure and the most ventral parts of the MGE were dissected out. Immunofluorescent staining of tissue at each embryonic stage confirmed that MGE dissections were consistent and precise.

### ES cells differentiation

Mouse ES J14 cells^22^ were maintained and differentiated as previously described^19^. SNL Feeder Cells (Cell BIOLABS) were maintained in DMEM with 10% FBS with glutamate and 1X Pen/Strep and treated with mitomycin C at 10 μg/ml for 2–3 hours before harvest. To differentiate mouse ES cells, ES cells were dissociated into single cells with 0.25% trypsin-EDTA (Thermo Fisher) and quickly re-aggregated in the differentiation media containing 200 ng/ml Dkk-1 (Thermo Fisher) using 96-well low cell adhesion plates (Lipidure-coat plate A-U96, NOF America) at a density of 5000 cells/100 μl/well. On day 3 of differentiation, 20 μl of differentiation media containing SAG (Alexis Biochemicals) was added into each well so that the final concentration of SAG was 6 nM. On day 6, ES cell aggregates known as embryoid bodies (EBs) were transferred to a 10 cm bacterial-grade dish with DMEM/F12 (Thermo Fisher) supplemented with N2 (Thermo Fisher) and 6 nM of SAG.

### Immunohistochemistry

EBs were collected on day 12 of differentiation, washed with PBS, fixed with 4% paraformaldehyde for 20 min, then cryoprotected with 15% sucrose overnight before being embedded in OCT media. About 20~30 EBs were cryo-sectioned into 30 of 10 μm sections for immunofluorescent analyses. MGE tissues were first collected in Hibernate-E media on ice before processed just as EBs. For antibody staining, glass slides with sections were washed with PBS three times and permeabilized with 0.3% Triton X-100 before blocking with 2% skim milk (Difco). Primary antibodies were chicken anti-GFP (1:500, Aves Labs), mouse anti-Nkx2-1 (1:200, Leica microsystems), rabbit anti-Nkx2-1 (1:200, Santa Cruz Biotechnology, Inc.), and mouse anti-human Ki67 (1:200, BD Pharmingen). Alexa 488 and Alexa 594 secondary antibodies (1:500, Thermo Fisher) were used according to the primary antibody species. Sections were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, 5ng/ml, Thermo Fisher).

### Single cell preparation

MGE tissues and EBs were digested with a working solution of Papain/DNaseI in Earle’s Balanced Salt Solution (Thermo Fisher) according to manufacturer’s instructions (Worthington Biochemical Corp.). The samples were incubated at 37 °C for 30 min before manually triturated by pipetting up and down approximately 10 times. The samples were then centrifuged for 8 min at 300 g. After removing the Papain/DNaseI supernatant, cells were re-suspended in 1 mL of sterile D-PBS containing 3% FBS (Sigma) and the suspension was passed through a 40mm strainer cap (BD Falcon) to yield a uniform single-cell suspension.

### Single-cell RNA-seq

Single cells were captured mostly on 5–10 μm (small-size) and 10–17 μm (medium-size) integrated fluidic circuits (IFCs) chips (Table S1) using C1 Single Cell Autoprep System per manufacturers’ recommended protocols (Fluidigm). Undifferentiated ES cells (D0) were captured on a medium-size chip. Differentiated ES cells and MGE cells had low capture rates with medium-size chips (~20–30 cells/chip), in this study, all of them were captured on small-size chips (~50–60 cells/chip). For cells captured in small-size chips, cells were pre-stained at room temperature with LIVE/DEAD cell staining solution (Life Technology, Inc.) in 3% FBS/PBS for 15 min before subjected into C1 machine for capture. A concentration of 300,000–350,000 cells per ml was used to prepare the cell mix and a 70:30 ratio of cells to the C1 suspension reagent was used for loading into the chip. After single cell capture on C1, chips were examined visually on an EVOS microscope (FL Auto, Thermo Fisher) to exclude multiple cell captures and empty captures from library preparation. cDNAs were created on-chip using SMARTer Ultra™ Low RNA Kit (Clontech) for the Fluidigm C1 system. Sequencing libraries were prepared on 96-well plates using Nextera XT DNA sample preparation kit (Illumina).

All single cell libraries were sequenced on the HiSeq 2500 platform to obtain, on average, 2–4 million (M) single-end 50-bp reads per sample. The percentage of reads mapping uniquely to the mouse genome was similar among all MGE cells from different ages *in vivo* and all three cell types from *in vitro* (Supplementary Fig. 7). We found that cells in which fewer genes were detected often had a single gene accounting for a large proportion of their reads (Supplementary Fig. 8). Therefore all downstream analyses we used cells that had ≥ 2 M reads/cell, < 5% mitochondrial reads and ≥ 10% of annotated genes (~3,700) detected (n = 225 for *in vivo* system, and n = 113 for *in vitro* system).

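The counts show the mitochondrial and gene number parts of this filter, but not reads that aligned to no gene. Among the deposited cells, the mitochondrial share of counts reached 7.88% in ES cells, 39.3% in unsorted cells and 13.8% in GFP+ cells, and 1, 9 and 3 cells exceeded the limit. No cell fell under the minimum number of genes. The paper gives 21 ES cells, 39 unsorted cells and 53 GFP+ cells, and the parts of its filter applied here kept 22, 44 and 61. Of the cells kept, 21 ES cells, 29 unsorted cells and 34 GFP+ cells also had at least 2000000 counts. The gene with the most counts took a median of 0.953% of a cell's counts in ES cells, 2.12% in unsorted cells and 2.98% in GFP+ cells. The unsorted cell with the most genes stood apart from the next, which had 6189 genes, and so did an ES cell with 14320 genes, where the next had 10035.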

### Principal component analyses (PCA)

To perform PCA, expression counts per gene were obtained by counting the number of reads aligned uniquely to each gene locus as defined by NCBI and Ensembl gene annotations and RefSeq mRNA sequences. PCA were then computed using the top 500 most variable genes based on their variance stabilized expression values as calculated by DESeq^59^.

For the purpose of identifying genes significantly associated with any of the first four principal components, genes with nRPKM ≥ 0.5 in at least 25% of the cells were analyzed. Among 74 proliferating neural progenitors (Supplementary Fig. 3A) we removed 4 that were later identified as microglia (n = 3) and vascular smooth muscle cells (n = 1). nRPKM values^60^ were log transformed and stabilized with the function log2(nRPKM + 1) before PCA. Then, separately for each of the first four principal components, voom/limma^61^ analysis was performed using the linear model ~PC to identify genes significantly associated with that principal component. Genes with significant P values (≤0.0001) from this analysis for any of the four principal components were included for unsupervised heatmaps.

### Heatmap color encoding

Except where otherwise indicated heatmaps show Z-scores calculated on log2-transformed nRPKM values, with values below −6 replaced with −6. In some figures Z-score color ranges were limited as indicated in the color scale legend.

### Differential gene expression (DE)

DE was performed using the Mann-Whitney on nRPKM values test as implemented in the R function wilcox.test(). The effect size (log2-fold-change) was calculated as follows: log2 (nRPKM) values below −8 were replaced with −8; for each gene, the median nRPKM was calculated for both groups in the differential expression analysis (e.g. proliferating and immature); the log2-fold-change for the gene was the difference in these medians. The P-values from the Mann-Whitney test were adjusted for multiple testing correction using the p.adjust() R function with default parameters. A pre-filter was applied: only genes with at least 10 counts in at least 3 samples (of either condition) were analyzed. P-values for other reads were simply set to 1 and log-fold-changes to 0 for visualization purposes, but such genes were not included in the multiple testing correction.

### Single-cell multiplexed quantitative PCR

E11.5 MGE single cells were captured on a small-size IFC STA chip using C1 autoprep system per manufacturers’ protocols (Fluidigm). The cell capture conditions were as described above in the single-cell RNA-seq section. Amplification reagents contained TaqMan gene expression assays for genes of interest (Thermo Fisher). cDNAs from the IFC STA chips were then used to perform one BioMark qPCR assay per manufacturers’ protocols (Fluidigm). Data obtained from the run was analyzed by Real Time PCR Analysis Software (Fluidigm) with the following settings: the Quality Threshold was 0.65; Baseline Correction was Linear (Derivative); Ct Threshold Method was Auto (Global). Missing Ct values were set to 40. Delta Ct for each gene was calculated relative to Actb in each cell and Z score normalization was applied to each gene.

### Identification of cell-type-specific markers

Single-cell RNA-seq data (GSE60361) from the mouse cortex and hippocampus^31^ was used to identify cell-type specific markers. A statistic called norm_mRNA_mol, in which raw counts (mRNA_mol) were scaled by the total number of molecules detected in each cell, was derived. Specifically, the scaling factor for a cell was total_mRNA_mol / mean (total_mRNA_mol), where the mean was taken over all cells. The following modifications were made to authors’ reported “level1class” of cell types: the two pyramidal neuron classes (from cortex and hippocampus) were merged, choroid and ependymal cells were separated out from the astrocytes, and smooth muscle cells and pericytes were separated from the endothelial cells.

To search genes specific to these modified level 1 cell types, the following types of cells were examined: astrocytes, choroid, ependymal (epend), microglia, endothelial, pericytes (peric), vascular smooth muscle cells (Vsmc), interneurons, pyramidal, and oligodendrocytes. Genes expressed at norm_mRNA_mol ≥ 1 in at least 75% of cells of a given type but were not “detected” (expressed at norm_mRNA_mol > 0 in at least 25% of the cells of the other type) in other types of cells were identified as cell-type specific markers listed in Supplementary Table 6. Their expression in the Linnarsson Lab data 31 is shown in Supplementary Fig. 5A. All MGE cells were searched against these markers. Any cell expressing at least four markers of any specific cell type was identified as the putative cell type and was shown in Supplementary Fig. 5B. Seven MGE cells expressing at least four oligodendrocyte markers were found; however, five of them also expressed interneuron markers, and one of them expressed at least four astrocyte markers. Thus we excluded these cells from further analyses. We also disregarded the cell expressing four pyramidal neuron markers, as there should not be pyramidal cells in the MGE. Any cell that was identified as a putative interneuron by expressing four interneuron markers was not shown.

To identify cell type-specific markers in our MGE dataset (Supplementary Fig. 6A), the same bioinformatics was applied except “nRPKM” instead of “norm_mRNA_mol” was used as the expression statistic. Genes with nRPKM ≥ 1 in at least 50% of the cells that were not detected at nRPKM > 0 in at least 25% of the cells of another type were identified as putative markers for that cell type. Three cells were found to express both astrocyte and ependymal markers. This precluded identification of astrocyte-specific and ependymal-specific markers in our dataset but enabled identification of shared astrocyte/ependymal markers. Genes that were identified as Vsmc-specific markers (from three putative Vsmc cells) showed highest expression in the sorted endothelial cell population from postnatal brains^48^. Thus genes specific for endothelial/Vsmc were re-analyzed by analyzing one endothelial cell and three Vsmc cells together. Astrocyte/ependymal genes, microglia genes, endothelial/Vsmc genes were identified in the MGE cells and were compared to the two other datasets (GSE52564 and GSE60361) to verify their specificity of expression in each cell type^31^,^48^.

## Additional Information

**Accession Codes**: RNA-Seq data have been deposited to NCBI GEO (www.ncbi.nlm.nih.gov/geo) and are available as accession numbers GSE94641 (MGE cells) and GSE94579 (ES and ES-derived cells).

**How to cite this article:** Chen, Y.-J. *et al*. Single-cell RNA sequencing identifies distinct mouse medial ganglionic eminence cell types. *Sci. Rep.* **7**, 45656; doi: 10.1038/srep45656 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Figures

Supplementary Tables

## Figures and Tables

**Figure 1:**
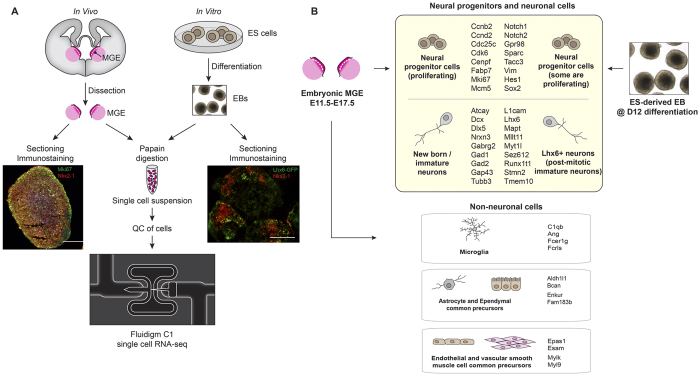
Illustration of experimental design and analysis of single-cell RNA-seq. (**A**) MGE tissues of different embryonic ages were dissected from wild type mouse brains and processed either for immunostaining or single cell suspension. Embryonic stem (ES) cells J14 were differentiated into embryoid bodies (EBs) which were either processed for immunostaining or digested to generate single cell suspensions. Cell suspensions from *in vitro* and *in vivo* systems were subjected to single-cell RNA-seq with Fluidigm C1. Immunostaining of MGE tissues revealed the presence of Nkx2-1-positive (red) and Mki67-positive cells (green). Immunostaining of EB aggregates showed some cells expressing Lhx6-GFP (green) and Nkx2-1 (red). Scale bar, 200 μm. (**B**) Summary of cell types and transcriptional profiles identified in the MGE and in the differentiated ES cells.

**Figure 2:**
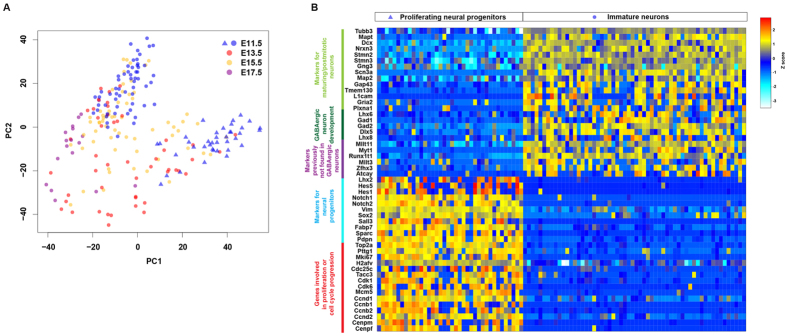
Transcriptional analysis and identification of cell types in the MGE. (**A**) Principal component analysis of single-cell RNA-seq data of the MGE at E11.5 (blue, n = 96), E13.5 (red, n = 48), E15.5 (orange, n = 63), and E17.5 (purple, n = 18) showed that E11.5 MGE cells cluster into two different populations (blue circles and triangles, n = 58 and 38, respectively). (**B**) Heatmap of selected genes differentially expressed between E11.5 MGE populations, interpreted as proliferating neural progenitors (triangles, n = 38) and post-mitotic immature neurons (circles, n = 58).

**Figure 3:**
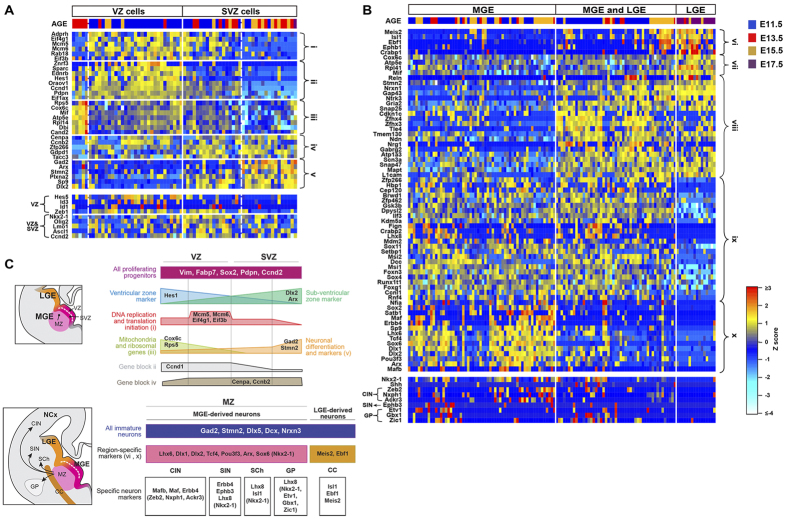
Cell sub-populations within proliferating neural progenitors and immature neurons from the MGE. (**A**) A heatmap of selected PC-associated genes for proliferating neural progenitors (n = 69; E11.5 = 37, E13.5 = 19, E15.5 = 12, E17.5 = 1). Genes in the top panel are shown in the same relative order as in Supplementary Fig. 4A, representing genes (i) for DNA replication and translation initiation, (ii) with similar expression patterns as Hes1, (iii) encoding mitochondria and ribosomal RNAs, (iv) with similar expression patterns as Cenpa and Ccnb2, and (v) associated with neuronal specification like Gad2, and Stmn2. Additional VZ and SVZ markers are shown in the bottom panel. (**B**) A heatmap of selected PC-associated genes for immature neurons (n = 125, E11.5 = 58, E13.5 = 16, E15.5 = 38, E17.5 = 13). Genes in the top panel are shown in the same relative order as in Supplementary Fig. 4B, representing genes (vi) associated with LGE-derived neurons, (vii) of mitochondria and ribosomal RNAs, (viii) with neuronal functions or are neuronal markers, (ix) whose functions are transcriptional modifiers and/or basal ganglion patterning genes and (x) associated with MGE-derived neurons. The bottom panel of the heatmap shows additional markers that were used to assist the identification of MGE-derived neurons. (**C**) Illustrations of the MGE with sub-division of VZ, SVZ, and MZ (top left), and the future destinations of MGE-derived neurons (bottom left). Corridor cells (CC) are also shown. Summary of the characterization of MGE proliferating cells (top right) and immature neurons (bottom right) based on the PCA analyses are shown on the right. Region-specific markers and specific neuron markers were derived based on our single cell RNA-seq data. Genes that are shown inside brackets are additional markers not derived from PCA analysis. VZ, ventricular zone; SVZ, sub-ventricular zone; MZ, mantle zone; NCx, Neocortex; CIN, cortical interneurons; SIN, striatal interneurons; SCh, Striatal cholinergic interneurons; GP, globus pallidus.

**Figure 4:**
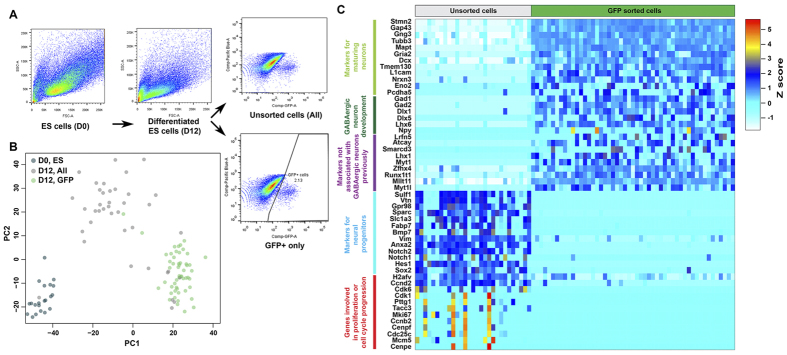
Single-cell RNA-seq analysis of *in vitro* ES and MGE-like cells. (**A**) Flow cytometry analysis of undifferentiated ES cells at day 0 (D0) and differentiated ES cells at day 12 (D12). D0 ES cells and D12 ES cells that were either unsorted or GFP sorted (GFP+) were subjected to single-cell RNA-seq. (**B**) Separate clusters representing ES D0 (teal, n = 21), D12 unsorted (grey, n = 39) and GFP+ (green, n = 53) cells can be identified by PCA. (**C**) Differential gene expression analysis of unsorted ES (n = 29) and GFP+ (n = 51) cells at D12.

**Figure 5:**
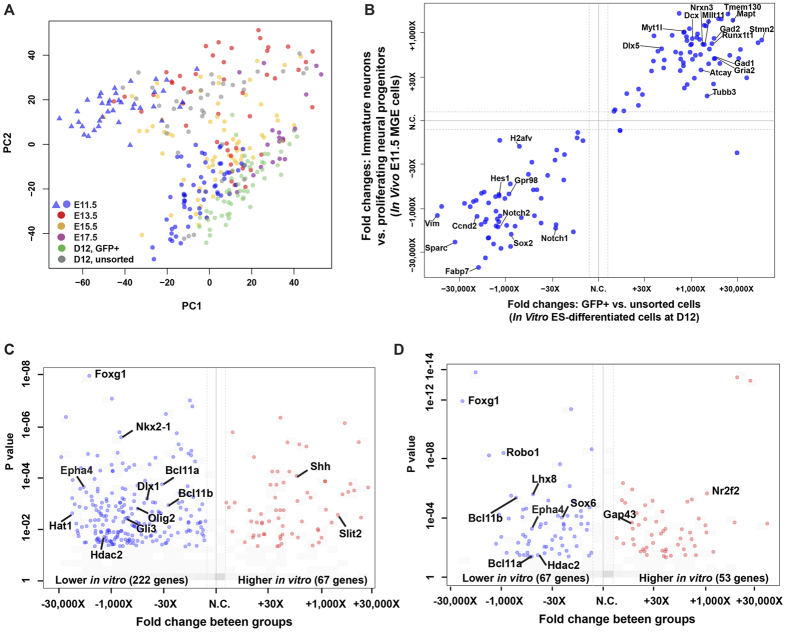
Comparison of single-cell RNA-seq data from *in vivo* MGE and *in vitro* MGE-like cells. (**A**) PCA of MGE cells at E11.5 (blue, n = 96), E13.5 (red, n = 48), E15.5 (orange, n = 63) and E17.5 (purple, n = 18), ES D12 unsorted (grey, n = 39) and ES D12 GFP+ (green, n = 53) cells. (**B**) Comparison between two systems displaying the relationship of differences found *in vitro* (X axis, fold change of GFP+ vs. unsorted cells) and *in vivo* (Y axis, fold change of E11.5 immature neurons vs. proliferating neural progenitors). Genes that were significantly differentially expressed (p < 0.05) in both systems are shown in the upper right and lower left corners with some highlighted. (**C,D**) Volcano plots displaying genes that were significantly differentially expressed (p < 0.05) (C) between *in vitro* unsorted cells and *in vivo* proliferating neural progenitors and (D) between *in vitro* GFP+ cells and *in vivo* immature neurons.

## References

[b1] KepecsA. & FishellG. Interneuron cell types are fit to function. Nature 505, 318–326 (2014).2442963010.1038/nature12983PMC4349583

[b2] KubotaY. Untangling GABAergic wiring in the cortical microcircuit. Curr Opin Neurobiol 26, 7–14 (2014).2465049810.1016/j.conb.2013.10.003

[b3] RudyB., FishellG., LeeS. & Hjerling-LefflerJ. Three groups of interneurons account for nearly 100% of neocortical GABAergic neurons. Dev Neurobiol 71, 45–61 (2011).2115490910.1002/dneu.20853PMC3556905

[b4] WondersC. P. & AndersonS. A. The origin and specification of cortical interneurons. Nat Rev Neurosci 7, 687–696 (2006).1688330910.1038/nrn1954

[b5] FlamesN. . Delineation of multiple subpallial progenitor domains by the combinatorial expression of transcriptional codes. J Neurosci 27, 9682–9695 (2007).1780462910.1523/JNEUROSCI.2750-07.2007PMC4916652

[b6] InanM., WelagenJ. & AndersonS. A. Spatial and temporal bias in the mitotic origins of somatostatin- and parvalbumin-expressing interneuron subgroups and the chandelier subtype in the medial ganglionic eminence. Cereb Cortex 22, 820–827 (2012).2169378510.1093/cercor/bhr148PMC3450921

[b7] WondersC. P. . A spatial bias for the origins of interneuron subgroups within the medial ganglionic eminence. Dev Biol 314, 127–136 (2008).1815568910.1016/j.ydbio.2007.11.018PMC2727678

[b8] MiyoshiG. & FishellG. GABAergic interneuron lineages selectively sort into specific cortical layers during early postnatal development. Cereb Cortex 21, 845–852 (2011).2073289810.1093/cercor/bhq155PMC3059886

[b9] PlaR., BorrellV., FlamesN. & MarínO. Layer acquisition by cortical GABAergic interneurons is independent of Reelin signaling. J Neurosci 26, 6924–6934 (2006).1680732210.1523/JNEUROSCI.0245-06.2006PMC6673924

[b10] TaniguchiH., LuJ. & HuangZ. J. The spatial and temporal origin of chandelier cells in mouse neocortex. Science 339, 70–74 (2013).2318077110.1126/science.1227622PMC4017638

[b11] HarwellC. C. . Wide Dispersion and Diversity of Clonally Related Inhibitory Interneurons. Neuron 87, 999–1007 (2015).2629947410.1016/j.neuron.2015.07.030PMC4581718

[b12] MayerC. . Clonally Related Forebrain Interneurons Disperse Broadly across Both Functional Areas and Structural Boundaries. Neuron 87, 989–998 (2015).2629947310.1016/j.neuron.2015.07.011PMC4560602

[b13] PetryniakM. A., PotterG. B., RowitchD. H. & RubensteinJ. L. Dlx1 and Dlx2 control neuronal versus oligodendroglial cell fate acquisition in the developing forebrain. Neuron 55, 417–433 (2007).1767885510.1016/j.neuron.2007.06.036PMC2039927

[b14] FlandinP., KimuraS. & RubensteinJ. L. The progenitor zone of the ventral medial ganglionic eminence requires Nkx2-1 to generate most of the globus pallidus but few neocortical interneurons. J Neurosci 30, 2812–2823 (2010).2018157910.1523/JNEUROSCI.4228-09.2010PMC2865856

[b15] MarinO., AndersonS. A. & RubensteinJ. L. Origin and molecular specification of striatal interneurons. J Neurosci 20, 6063–6076 (2000).1093425610.1523/JNEUROSCI.20-16-06063.2000PMC6772576

[b16] Alvarez-DoladoM. . Cortical inhibition modified by embryonic neural precursors grafted into the postnatal brain. J Neurosci 26, 7380–7389 (2006).1683758510.1523/JNEUROSCI.1540-06.2006PMC1550786

[b17] ShettyA. K. & BatesA. Potential of GABA-ergic cell therapy for schizophrenia, neuropathic pain, and Alzheimer’s and Parkinson’s diseases. Brain Res doi: 10.1016/j.brainres.2015.09.019 (2015).PMC531326026423935

[b18] Martínez-CerdeñoV. . Embryonic MGE precursor cells grafted into adult rat striatum integrate and ameliorate motor symptoms in 6-OHDA-lesioned rats. Cell Stem Cell 6, 238–250 (2010).2020722710.1016/j.stem.2010.01.004PMC4075336

[b19] ChenY. J. . Use of “MGE enhancers” for labeling and selection of embryonic stem cell-derived medial ganglionic eminence (MGE) progenitors and neurons. PLoS ONE 8, e61956 (2013).2365870210.1371/journal.pone.0061956PMC3641041

[b20] GermainN. D., BandaE. C., BeckerS., NaegeleJ. R. & GrabelL. B. Derivation and isolation of NKX2.1-positive basal forebrain progenitors from human embryonic stem cells. Stem Cells Dev 22, 1477–1489 (2013).2335109510.1089/scd.2012.0264PMC4854221

[b21] NicholasC. R. . Functional maturation of hPSC-derived forebrain interneurons requires an extended timeline and mimics human neural development. Cell Stem Cell 12, 573–586 (2013).2364236610.1016/j.stem.2013.04.005PMC3699205

[b22] MaroofA. M., BrownK., ShiS. H., StuderL. & AndersonS. A. Prospective isolation of cortical interneuron precursors from mouse embryonic stem cells. J Neurosci 30, 4667–4675 (2010).2035711710.1523/JNEUROSCI.4255-09.2010PMC2868507

[b23] MaroofA. M. . Directed differentiation and functional maturation of cortical interneurons from human embryonic stem cells. Cell Stem Cell 12, 559–572 (2013).2364236510.1016/j.stem.2013.04.008PMC3681523

[b24] GrünD. . Single-cell messenger RNA sequencing reveals rare intestinal cell types. Nature 525, 251–255 (2015).2628746710.1038/nature14966

[b25] PatelA. P. . Single-cell RNA-seq highlights intratumoral heterogeneity in primary glioblastoma. Science 344, 1396–1401 (2014).2492591410.1126/science.1254257PMC4123637

[b26] PollenA. A. . Low-coverage single-cell mRNA sequencing reveals cellular heterogeneity and activated signaling pathways in developing cerebral cortex. Nat Biotechnol 32, 1053–1058 (2014).2508664910.1038/nbt.2967PMC4191988

[b27] TreutleinB. . Reconstructing lineage hierarchies of the distal lung epithelium using single-cell RNA-seq. Nature 509, 371–375 (2014).2473996510.1038/nature13173PMC4145853

[b28] PollenA. A. . Molecular identity of human outer radial glia during cortical development. Cell 163, 55–67 (2015).2640637110.1016/j.cell.2015.09.004PMC4583716

[b29] DarmanisS. . A survey of human brain transcriptome diversity at the single cell level. Proc Natl Acad Sci USA 112, 7285–7290 (2015).2606030110.1073/pnas.1507125112PMC4466750

[b30] CampJ. G. . Human cerebral organoids recapitulate gene expression programs of fetal neocortex development. Proc Natl Acad Sci USA 112, 15672–15677 (2015).2664456410.1073/pnas.1520760112PMC4697386

[b31] ZeiselA. . Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. Science 347, 1138–1142 (2015).2570017410.1126/science.aaa1934

[b32] TasicB. . Adult mouse cortical cell taxonomy revealed by single cell transcriptomics. Nat Neurosci 19, 335–346 (2016).2672754810.1038/nn.4216PMC4985242

[b33] JungC. G. . Homeotic factor ATBF1 induces the cell cycle arrest associated with neuronal differentiation. Development 132, 5137–5145 (2005).1625121110.1242/dev.02098

[b34] McMillanD. R. & WhiteP. C. Loss of the transmembrane and cytoplasmic domains of the very large G-protein-coupled receptor-1 (VLGR1 or Mass1) causes audiogenic seizures in mice. Mol Cell Neurosci 26, 322–329 (2004).1520785610.1016/j.mcn.2004.02.005

[b35] NollJ. E. . PTTG1 expression is associated with hyperproliferative disease and poor prognosis in multiple myeloma. J Hematol Oncol 8, 106 (2015).2644523810.1186/s13045-015-0209-2PMC4595141

[b36] SiebzehnrublF. A. . The ZEB1 pathway links glioblastoma initiation, invasion and chemoresistance. EMBO Mol Med 5, 1196–1212 (2013).2381822810.1002/emmm.201302827PMC3944461

[b37] BaiG. . Id sustains Hes1 expression to inhibit precocious neurogenesis by releasing negative autoregulation of Hes1. Dev Cell 13, 283–297 (2007).1768113810.1016/j.devcel.2007.05.014

[b38] McKinseyG. L. . Dlx1&2-dependent expression of Zfhx1b (Sip1, Zeb2) regulates the fate switch between cortical and striatal interneurons. Neuron 77, 83–98 (2013).2331251810.1016/j.neuron.2012.11.035PMC3547499

[b39] GlicksteinS. B. . Selective cortical interneuron and GABA deficits in cyclin D2-null mice. Development 134, 4083–4093 (2007).1796505310.1242/dev.008524PMC3396210

[b40] ShinJ. . Single-Cell RNA-Seq with Waterfall Reveals Molecular Cascades underlying Adult Neurogenesis. Cell Stem Cell 17, 360–372 (2015).2629957110.1016/j.stem.2015.07.013PMC8638014

[b41] López-BenditoG. . Tangential neuronal migration controls axon guidance: a role for neuregulin-1 in thalamocortical axon navigation. Cell 125, 127–142 (2006).1661589510.1016/j.cell.2006.01.042PMC2365888

[b42] Batista-BritoR., MacholdR., KleinC. & FishellG. Gene expression in cortical interneuron precursors is prescient of their mature function. Cereb Cortex 18, 2306–2317 (2008).1825008210.1093/cercor/bhm258PMC2536702

[b43] Villar-CerviñoV. . Molecular mechanisms controlling the migration of striatal interneurons. J Neurosci 35, 8718–8729 (2015).2606390610.1523/JNEUROSCI.4317-14.2015PMC4589566

[b44] FragkouliA., van WijkN. V., LopesR., KessarisN. & PachnisV. LIM homeodomain transcription factor-dependent specification of bipotential MGE progenitors into cholinergic and GABAergic striatal interneurons. Development 136, 3841–3851 (2009).1985502610.1242/dev.038083PMC2766344

[b45] PetrosT. J., BultjeR. S., RossM. E., FishellG. & AndersonS. A. Apical versus Basal Neurogenesis Directs Cortical Interneuron Subclass Fate. Cell Rep 13, 1090–1095 (2015).2652699910.1016/j.celrep.2015.09.079PMC4704102

[b46] SuginoK. . Molecular taxonomy of major neuronal classes in the adult mouse forebrain. Nat Neurosci 9, 99–107 (2006).1636948110.1038/nn1618

[b47] SquarzoniP. . Microglia modulate wiring of the embryonic forebrain. Cell Rep 8, 1271–1279 (2014).2515915010.1016/j.celrep.2014.07.042

[b48] ZhangY. . An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. J Neurosci 34, 11929–11947 (2014).2518674110.1523/JNEUROSCI.1860-14.2014PMC4152602

[b49] CrouchE. E., LiuC., Silva-VargasV. & DoetschF. Regional and stage-specific effects of prospectively purified vascular cells on the adult V-SVZ neural stem cell lineage. J Neurosci 35, 4528–4539 (2015).2578867110.1523/JNEUROSCI.1188-14.2015PMC4363382

[b50] SteffelJ. . Migration and differentiation of myogenic precursors following transplantation into the developing rat brain. Stem Cells 21, 181–189 (2003).1263441410.1634/stemcells.21-2-181

[b51] GinhouxF. . Fate mapping analysis reveals that adult microglia derive from primitive macrophages. Science 330, 841–845 (2010).2096621410.1126/science.1194637PMC3719181

[b52] CasanoA. M. & PeriF. Microglia: multitasking specialists of the brain. Dev Cell 32, 469–477 (2015).2571053310.1016/j.devcel.2015.01.018

[b53] SpasskyN. . Adult ependymal cells are postmitotic and are derived from radial glial cells during embryogenesis. J Neurosci 25, 10–18 (2005).1563476210.1523/JNEUROSCI.1108-04.2005PMC6725217

[b54] LuoY. . Single-cell transcriptome analyses reveal signals to activate dormant neural stem cells. Cell 161, 1175–1186 (2015).2600048610.1016/j.cell.2015.04.001PMC4851109

[b55] CoskunV. . CD133 + neural stem cells in the ependyma of mammalian postnatal forebrain. Proc Natl Acad Sci USA 105, 1026–1031 (2008).1819535410.1073/pnas.0710000105PMC2242680

[b56] YangY. . Impaired Interneuron Development after Foxg1 Disruption. Cereb Cortex doi: 10.1093/cercor/bhv297 (2015).26620267

[b57] WiegreffeC. . Bcl11a (Ctip1) Controls Migration of Cortical Projection Neurons through Regulation of Sema3c. Neuron 87, 311–325 (2015).2618241610.1016/j.neuron.2015.06.023

[b58] ColasanteG. . Rapid Conversion of Fibroblasts into Functional Forebrain GABAergic Interneurons by Direct Genetic Reprogramming. Cell Stem Cell 17, 719–734 (2015).2652672610.1016/j.stem.2015.09.002

[b59] AndersS. & HuberW. Differential expression analysis for sequence count data. Genome Biol 11, R106 (2010).2097962110.1186/gb-2010-11-10-r106PMC3218662

[b60] SrinivasanK. . Untangling the brain’s neuroinflammatory and neurodegenerative transcriptional responses. Nat Commun 7, 11295 (2016).2709785210.1038/ncomms11295PMC4844685

[b61] LawC. W., ChenY., ShiW. & SmythG. K. voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol 15, R29 (2014).2448524910.1186/gb-2014-15-2-r29PMC4053721

How the deposited data were processed for this re-analysis (not part of the article)

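Single mouse cells of the J14 ES cell line were measured by RNA sequencing before differentiation (ES D0) and after 12 days of differentiation, either unsorted or sorted for Lhx6-GFP. Each of the 140 deposited files held 1 cell. The group of each cell was taken from its labels. The MGE cells of the paper were not analysed here, and where their values are given they are the paper's (Supplementary Tables 2 and 9).

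The deposited counts were made by the authors, who aligned single-end reads of 50 bases with GSNAP and counted the reads that aligned uniquely to each gene locus, as defined by NCBI and Ensembl annotations and RefSeq mRNAs. The aligner's name and the genome build, GRCm38, come from the submitters' processing notes, and the version of GSNAP is not given in the sources used here. The authors also deposited nRPKM values, which are RPKM values (reads per kilobase and library size) that they normalized by size factors. The eGFP values in nRPKM came from the labels. The cDNA chemistry carried no molecular identifiers and did not mark the strand. Overlapping genes on opposite strands and near-identical copies can therefore share reads, and Dlx1as, Dlx6os1, Pcdha5, H2az2 (H2afv in the paper) and LOC101056296 are uncertain for this reason.

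The files listed 36528 Entrez gene numbers, of which 31049 were matched to a name and 5479 were not. The latter held 2.1% of the counts. Gene coordinates are those of GRCm38. No pair of files was identical. Cells were kept if at least 10% of the genes (3653) had a count and the 37 genes of the mitochondrial genome took under 5% of the counts, which follows the paper's filter as far as counts show it. This kept 127 cells and left out 13. The remaining part of the paper's filter, a minimum of 2 M reads, was tried as an alternative on total counts. No doublet caller was run. The paper states that chips were examined under a microscope to exclude captures of more than 1 cell.

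No culture, animal or chip was named for any cell, so each group counted as 1 sample and nothing was tested across cells. Counts of a group were summed and scaled to CPM, with an exact Poisson interval at the 95% level. The share of cells with a count was given an exact (Clopper-Pearson) binomial interval at the same level. Reads without molecular identifiers are not independent molecules. A count of 0 was taken to allow 3 counts over the group, and a share of 0 to allow 3 cells of the group, in place of an interval. The log2 ratio was that of (CPM + 1), and a gene was called higher or lower at 2-fold, among genes with at least 10 counts in at least 3 cells. This is a rule of size, not a test. The position of a gene list was described by the percentile of its median log2 ratio among 10000 random lists of the same size, matched on mean expression in 20 bins. The PCA used the 500 most variable genes after the variance stabilizing transformation of DESeq2 with poscounts size factors, and each cell was set against the median position of each group on PC1 and PC2 with the cell itself left out.

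The sample numbers of the submitters fell into 5 runs, which were used as technical batches. Runs 3 and 5 held both D12 groups, run 1 held unsorted cells, run 4 GFP+ cells and run 2 ES cells. ES cells were also captured on chips of another size (Supplementary Table 1), so that ES D0 and D12 cannot be told apart from the batch.

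The groups, alternatives, gene lists and the rule for named genes were fixed before the data were examined. The rule took every gene that the paper names for the in vitro cells and, as examples, members of each list with the highest and lowest log2 ratios. It also took the 10 highest and 10 lowest log2 ratios between GFP+ and unsorted cells among genes with a count in at least 50% of the cells of the higher group and the same direction in runs 3 and 5, and 5 each way for ES D0 against all D12 cells without the condition on runs. Cells and genes outside this rule that the text singles out (the cells beside the GFP+ cells in the PCA, those with endoderm genes, and those with the most genes) were chosen after their values were seen. The lists chosen by the study covered maturing neurons, GABAergic development, genes not previously tied to MGE neurons, neural progenitors, proliferation, and genes lower in vitro. The textbook lists covered the MGE interneuron lineage, synaptic vesicles, axon guidance, neuron migration, S phase, G2 and M phase, radial glia, the neurogenic transition, floor plate, telencephalon, hypothalamus and diencephalon, midbrain and hindbrain, pluripotency, endoderm, fibroblasts, endothelium, microglia and blood, astrocytes and oligodendrocytes, glutamatergic neurons, cholinergic, dopaminergic and serotonergic neurons, neural crest, extracellular matrix, folding in the endoplasmic reticulum, dissociation stress, and receptors for GABA and glutamate. Some of their members had been seen in the paper's Supplementary Table 7.

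The alternatives were all deposited cells, cells with at least 2 M counts, equal weight of cells, the paper's effect size (difference of median log2 nRPKM with a floor of -8), pseudocounts of 0.1 and 10 CPM, no gene filter, TMM factors of edgeR, poscounts size factors of DESeq2, each of runs 3 and 5 alone, each run left out, each cell left out and a 4-fold size rule. For shares of cells they were detection at 10 counts and thinning of each cell to 707177 counts. For the PCA they were 1000 or 250 genes, 4 components, and log2(CPM + 1) or log2(nRPKM + 1) values. For the correlation with the paper's in vivo values they were Pearson's coefficient, run 5 alone and the gene filter, and for eGFP a minimum of 1 nRPKM.

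The method was tested on simulated counts for the 13535 genes compared. With Poisson counts all changed genes were recovered. With the spread seen over the D12 cells of both groups together, 98% of genes raised 8-fold and 74% of those raised 2.83-fold passed the size rule. Of genes lowered by these folds, 96% and 68% passed it. The median of a simulated list of 15 raised genes lay above 100% of its random lists. With that spread, 20 lists of unchanged genes had a median percentile of 37.2.

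Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with DESeq2 1.42.0 and edgeR 4.0.16 were used.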

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

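Of the tests given here, the share of Sparc counts in cells with endoderm genes and the share of the other unsorted cells with Sparc were chosen only after the results were seen.

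Endoderm genes, which the paper does not discuss, marked a small part of the unsorted cells, and 94.3% of the Sparc counts of unsorted cells lay in the 7 of 44 cells with 10 or more counts of at least 3 endoderm genes, a list without Sparc. These 7 cells, of which 3 were in run 1, 2 in run 3 and 2 in run 5, had 9571 to 45995 CPM of Sparc against a median of 20.3 CPM in the other 37, so that cells of another type may account for most of the level of Sparc, Col4a1 and Lama1, in a population that no gate would have cleared of them. With each cell weighted equally the log2 ratio of Sparc was -5.36, which argues against a few deeply sequenced cells as the whole cause. Expression in the progenitors themselves stays open beside it, since 22 of the other 37 unsorted cells (59.5%, 42.1 to 75.2) also held 10 or more Sparc counts, and 5 of 22 ES cells held at least 3 endoderm genes too. No biological explanation was tested, since the design names no condition that sets unsorted cells apart from each other.

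Floor plate genes, a group that the paper does not discuss, reached 10 counts for at least 3 members in 65.9% of unsorted cells (29 of 44, 50.1 to 79.5), in 2 of 61 GFP+ cells and in 0 of 22 ES cells. A single run as the source is argued against by the shares of 40% in run 1 (2 of 5 cells), 60% in run 3 (3 of 5) and 70.6% in run 5 (24 of 34). After thinning every cell to 707177 counts, the share was 59.1% in unsorted cells (26 of 44, 43.2 to 73.7) and 0 in both other groups, which argues against depth. Without the guidance cues Ntn1 and Slit2, at least 2 of Shh, Foxa1, Foxa2, Corin and Lmx1a reached 10 counts in 50% of unsorted cells (22 of 44, 34.6 to 65.4) and in no GFP+ or ES cell, which argues against axon guidance genes that other cells use. No biological explanation was tested, and 24 of the 29 cells also held at least 5 of the study's progenitor genes.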

How the results depend on the processing

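The alternatives without endoderm-marked cells, without the unsorted cell with the most genes and without the ES cell with the most genes, and the ratios of ES over D12 cells with a cell left out, were chosen only after the data were seen, and all others had been set in advance.

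No paired analysis was possible because the labels give the groups no shared replicate numbers and no test was run. Of 252 shares of cells, 126 moved beyond their binomial interval when 10 counts were asked for, a stricter rule that lowers shares by construction. After thinning to 1 total, which is the check on depth, 25 moved. Within run 3, 168 moved, and within run 5, 50 did. Of 126 genes named for GFP+ against unsorted cells, 108 were called at 2-fold, and the direction held for all 108 with all deposited cells, cells with at least 2 M counts, equal weight, either other pseudocount, TMM, poscounts, without run 1 or run 3, without endoderm-marked cells, without the unsorted cell with the most genes and in each leave-one-out, with 99 to 108 still past 2-fold. With the paper's effect size 71 held their direction and 37 were at 0, because the medians of both groups were at the floor. Within run 5, 102 held it. Within run 3, with 4 against 5 cells, 70 did, 20 reversed and 18 were at 0. The 10 highest and 10 lowest genes were chosen for the same direction in runs 3 and 5. They hold it within both runs by construction, so these counts overstate how well the direction held. Wherever values moved or reversed below and no reason is given, the cause was not tested.

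Genes higher in GFP+ cells numbered 1663 with the paper's effect size, 2140 with a pseudocount of 10 CPM, 5255 without run 5 and 1620 at 4-fold, and genes lower 1706 with the effect size and 2335 at 4-fold, where a stricter rule passes fewer genes by construction. Members higher within run 3 were 5 of the maturing neuron list and 5 of the list not previously tied to MGE neurons. Progenitor genes lower were 7 within run 3 and 8 without run 5, and proliferation genes lower were 1 within run 3, 0 without run 5 and 0 with the effect size. For ES against D12 cells, 2265 genes were higher and 3258 lower at 4-fold, and 2931 and 3397 with a pseudocount of 10 CPM. The spread of unsorted over GFP+ cells in the PCA was 3.43 with log2(nRPKM + 1). The correlation with the paper's in vivo values was 0.28 with the effect size, 0.60 within run 5 and 0.63 over the 722 genes past the filter. The value of 0.28 covers all cells kept here, a wider set than that of the paper's comparison. The share of cells with eGFP of at least 1 nRPKM was 72.1% in GFP+ cells, and that of unsorted cells above 0 was 0 in run 1 and 0 in run 3.

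Within run 3 the log2 ratio turned positive for Ccnb2 (0.09), Cenpf (0.09), Gata4 (0.61), Gata6 (1.81), H2az2 (0.56), Nes (4.69), Slit2 (5.05), Sox9 (0.03) and Top2a (2.92). It turned negative there for Eno2 (-0.12), Foxg1 (-0.06), Gap43 (-0.16), Grin2b (-1.52), L1cam (-1.27), Mapt (-1.48), Pcdha5 (-1.71), Rab3c (-0.02), Runx1t1 (-0.10), Sst (-0.06) and Zfhx4 (-0.51). Within run 5 it reversed for Atcay (-0.51), Bcl11b (-1.58), Isl1 (-0.34) and Lmx1a (0.20), without run 4 for Atcay (-0.36) and Isl1 (-0.58), and without run 5 for Nes (1.55), Sox6 (3.00) and Sst (-0.01). Among 60 counts of list members at least 2-fold higher or lower, 38 moved within run 3, 31 with the effect size, 23 without run 5 and 13 within run 5.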

Differences from the paper's values

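Of the values given here, the counts for the unsorted cells nearest to the GFP+ centroid were chosen only after the results were seen. The paper's medians of nRPKM (Supplementary Table 7) cover the 29 unsorted and 51 GFP+ cells of its comparison, a test that took cells as replicates, while those given here cover the 44 and 61 cells kept, which is a wider group. The 8 alternatives set before the data were examined that apply to a median are all deposited cells, cells with at least 2 M counts, runs 3 and 5 alone, and runs 1, 3, 4 and 5 left out in turn.

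For unsorted cells, 16 medians differed from the paper's by more than 1.5 times in the main values and under all 8 alternatives. The paper's medians are 0 for Stmn2, Gap43 and Gria2, 0.346 for Tubb3 and 0.0626 for Dcx, against 0.369, 0.332, 0.0375, 0.869 and 2.24 here. The paper's medians are 0.0941 for Notch1 and 0.0253 for Cdk6, against 0 for both here. Its medians of 6.22 for Hes1, 2.54 for Sox2 and 5.68 for Slc1a3 stand against 2.83, 0.0616 and 0.174 here. For the proposed progenitor markers the paper gives 117 for Sulf1, 163 for Vtn, 3 for Gpr98 (Adgrv1) and 164 for Sparc, against 10.4, 0.887, 1.02 and 20.9 here. For Fabp7 and Anxa2 the paper gives 28.6 and 306, against 0.471 and 121 here.

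Other medians of unsorted cells did not differ from the paper's under part of the alternatives and differed under the rest. Those of Gng3 (the paper's 0, here 0.448), Zfhx4 (the paper's 0.025, here 0.0533) and Mllt11 (the paper's 0.157, here 0.626) did not differ for cells with at least 2 M counts alone. Those of Notch2 (the paper's 6.41, here 3.03) and Bmp7 (the paper's 0.116, here 0.0296) did not differ within run 5, without run 1 and without run 3. Those of Vim (the paper's 607, here 287) and H2az2 (the paper's 63.5, here 34.9) did not differ within run 5.

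For GFP+ cells, the medians of Lhx6 (the paper's 75.7, here 164), Lhx1 (the paper's 0.231, here 0.104) and Atcay (the paper's 7.75, here 0.932) differed under all 8 alternatives. The median of Nrxn3 (the paper's 8.92, here 4.87) did not differ with all deposited cells and without run 5. Those of Myt1l (the paper's 2.26, here 1.41), Lrfn5 (the paper's 0.0666, here 0.0305) and Gria2 (the paper's 22.1, here 14.2) did not differ without run 3 and without run 5, and differed under the rest.

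Over all genes of Supplementary Table 7 that were matched, the direction was that of the paper for 258 of 264 genes higher in GFP+ cells, with 234 past 2-fold, and for 180 of 180 genes lower, with 173 past 2-fold. Dcx, Myt1l and Gria2, which the paper gives as higher in GFP+ cells, had log2 ratios of (CPM + 1) of 0.84, 0.65 and 0.79 here, under 2-fold, and 1.62, 2.23 and 1.64 within run 5. On the paper's own effect size, a difference of median log2 nRPKM, the values here were 4.86, 8.50 and 8.58, with the paper's direction. Without the single unsorted cell that moved each ratio most, the ratios were 1.37, 1.65 and 1.52.

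The paper states that unsorted cells placed with GFP+ cells in its PCA were GFP+ cells as well. Here, of the 11 unsorted cells nearest to the GFP+ centroid, 1 had eGFP above 0 and 2 had a count of Lhx6, while 11 held at least 10 counts of the neuronal genes Stmn2, Dcx and Tubb3. These include the unsorted cell with the most genes, without which 1 of 10 had a count of Lhx6. The paper refers to several cells of its own PCA, which held fewer unsorted cells, and they may not be these 11. The eGFP values are of RNA, while the gate read fluorescence, and 9 of the sorted GFP+ cells also had eGFP at 0. An eGFP value of 0 therefore does not show that a cell was not GFP+.

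In Supplementary Table 9, the medians given here for unsorted cells were closer to the column labelled in vivo than to the one labelled in vitro for 35 of 36 genes, and those for GFP+ cells for 36 of 36. For Foxg1 that table gives a median of 54.9 under in vitro and 0 under in vivo, and the in vitro median here was 0. Its log2 fold changes for Foxg1 are -13.779 for unsorted and -13.7385 for GFP+ cells, and the paper's text gives Foxg1 as lower in vitro. These go with the median here and against the column labels.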

Other observations

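The tests on the unsorted cells beside the GFP+ cells, and the values without the cell with the most genes or without the cells with endoderm genes, were chosen only after the results were seen.

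Genes for folding proteins in the endoplasmic reticulum were lower in GFP+ than in unsorted cells, with 11 of 14 at least 2-fold lower, none higher and a median log2 ratio of -2.06 (0th percentile of matched random lists, -0.70 within run 3 and -1.95 within run 5). The chaperone Hspa5 was at 587 CPM in GFP+ cells and 2482 CPM in unsorted cells (-2.08), and the disulfide isomerase Pdia6 at 98.3 and 1014 CPM (-3.35). These genes took 0.407% of the counts in GFP+ cells, 1.14% in unsorted cells and 0.662% in ES cells. Several members had been seen in Supplementary Table 7.

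Stmn2, used by the paper as a gene of maturing neurons, had a count in 22 of 22 ES D0 cells, at 859 CPM (853 to 865), which is above the level of the unsorted cells, whereas Gap43 had a count in 4 of 22. In GFP+ cells, Nkx2-2, a homeobox gene of the ventral neural tube, was at 30.7 CPM against 1.22 CPM in unsorted cells (log2 ratio 3.84, with 5.75 within run 3 and 0.33 within run 5), with a count in 27 of 61 and 5 of 44 cells. The myelin gene Plp1 had a count in 13 GFP+ cells and 4 unsorted cells (log2 ratio 5.67, with -0.23 within run 3 and 6.78 within run 5). The vesicular GABA transporter Slc32a1 had a count in 12 GFP+ and 2 unsorted cells (log2 ratio 3.15), and 1.00 without the 1 GFP+ cell that held 87.3% of its counts. No gene of the neural crest list passed the gene filter.

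Of 44 unsorted cells, 11 lay nearest to the GFP+ centroid in the PCA, among them the cell with the most genes, without which both shares given next were 90% (9 of 10, 55.5 to 99.7). Of these cells, 81.8% (9 of 11, 48.2 to 97.7) had no Lhx6 count, while none of the 61 GFP+ cells lacked one. Whether Lhx6 transcripts were lost in library making cannot be judged from this. The GFP+ cells were sorted on the Lhx6 reporter, so they give no rate of loss for cells with less Lhx6. A candidate explanation, found and tested on the same data, is that the 11 cells include neurons of other transmitter types. Of them, 90.9% (10 of 11, 58.7 to 99.8) held 10 or more counts of a gene of the glutamatergic or the cholinergic, dopaminergic and serotonergic list. That share was 36.1% (24.2 to 49.4) in GFP+ cells and 63.6% in the other unsorted cells, so that such genes are not particular to these 11 cells, which no gate had sorted. Slc17a6 and Nr4a2 reached 10 counts in 6 of them each and Th, Ddc and Slc18a2 in 3 each (5, 5, 2, 2 and 3 without the cell with the most genes), and no condition of the design was tested.

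An unsorted cell of 1373303 counts had 12537 genes and at least 3 members at 10 counts in 24 of 31 lists, against a median of 10 lists. It was among the 7 unsorted cells with endoderm genes and among the 11 nearest to the GFP+ centroid. Without it, 3463 genes were at least 2-fold higher in GFP+ cells and 3844 lower. Without the cells with endoderm genes, 3416 genes were higher and 3647 lower. Another of these 7 cells, in run 3, held 7931 Lhx6 counts but no Gad1 count and no eGFP, and it accounts for nearly all Lhx6 counts of the unsorted group. Among GFP+ cells, 1 cell held 33409 counts of Sparc, 53026 of Col4a1 and 3687 of the endoderm factor Gata6 together with 1945 of Lhx6 and 5988 of Tubb3, and its eGFP was 139 nRPKM.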
